# Regulation of Marginal Zone B-Cell Differentiation by MicroRNA-146a

**DOI:** 10.3389/fimmu.2016.00670

**Published:** 2017-01-16

**Authors:** Jennifer K. King, Nolan M. Ung, May H. Paing, Jorge R. Contreras, Michael O. Alberti, Thilini R. Fernando, Kelvin Zhang, Matteo Pellegrini, Dinesh S. Rao

**Keywords:** B-cell development, marginal zone B-cells, microRNA, notch signaling, gene regulation

## Abstract

B-cell development in the bone marrow is followed by specification into functional subsets in the spleen, including marginal zone (MZ) B-cells. MZ B-cells are classically characterized by T-independent antigenic responses and require the elaboration of distinct gene expression programs for development. Given their role in gene regulation, it is not surprising that microRNAs are important factors in B-cell development. Recent work demonstrated that deficiency of the NFκB feedback regulator, miR-146a, led to a range of hematopoietic phenotypes, but B-cell phenotypes have not been extensively characterized. Here, we found that miR-146a-deficient mice demonstrate a reduction in MZ B-cells, likely from a developmental block. Utilizing high-throughput sequencing and comparative analysis of developmental stage-specific transcriptomes, we determined that MZ cell differentiation was impaired due to decreases in Notch2 signaling. Our studies reveal miR-146a-dependent B-cell phenotypes and highlight the complex role of miR-146a in the hematopoietic system.

## Introduction

Distinct subsets of immunoglobulin-expressing B-cells have been described in the spleen, including follicular (FO) B-cells, marginal zone (MZ) B-cells, and other, more rare, B-cell subsets. In general, the former subset is important for T-dependent B-cell responses to pathogens, while the latter is thought to play a role predominantly in T-independent B-cell responses and lipid antigen presentation to natural killer T cells (1). Both subsets are thought to derive from bone marrow-derived naïve B-cells that arrive in the spleen, where they can be recognized as immature transitional B-cells (T1, T2, and T3 B-cells). The development of MZ B-cells from these transitional subsets is thought to be regulated by several mechanisms, including (1) strength of B-cell receptor (BCR) signaling, (2) B-cell activating factor (BAFF)/receptor for BAFF (BAFF-R), (3) Notch2 signaling, (4) integrins and chemokines required for MZ retention in the spleen, and (5) NFκB signaling (2). BCR engagement combined with BAFF/BAFF-R signaling promotes B-cell survival and separately MZ B development (3). While both FO and MZ B-cells depend to some degree of BAFF/BAFF-R and NFκB signaling, the cell surface receptor Notch2 is critical specifically for MZ B-cell development. Activation by the ligand Delta-like-1 expressed by endothelial cells of red pulp venules catalyzes proteolytic cleavage of Notch2, releasing its intracellular domain, and resulting in nuclear translocation and downstream transcriptional effects (4).

It is likely that several other factors play roles in regulating the expression and activity of these key regulators of MZ B-cell development. MicroRNAs (miRNAs) are a family of small non-coding RNAs, 19–23 nt in length, which predominantly act *via* posttranscriptional repression of target messenger RNAs (mRNAs) by binding to the complimentary 3′-untranslated region (UTR) of the mRNA. To date, miRNAs have been implicated in a wide range of biologic processes, including hematopoietic cell development, immune function, autoimmunity, and oncogenesis (5). A single miRNA can target multiple mRNA transcripts and target mRNAs may be controlled by multiple miRNAs, thus adding a layer of complexity to cellular gene expression. Recent work has indicated the general importance of miRNAs in modulating the differentiation of splenic B-cell subsets. A B-cell specific knockout of Dicer, an endoribonuclease required for miRNA biosynthesis, resulted in a preferential development of MZ B-cells in mice (6). In addition to a general role for Dicer, specific miRNA loss or deregulation has been associated with various phenotypes within the B-cell compartment (7).

miR-146a is an NFκB-induced miRNA that shows high expression in spleen tissue, in particular splenic myeloid, T, and B-cells (8, 9). Studies using *Mir146a^−/−^* (KO) mice were found to have hyperactivated T FO helper cells and germinal centers (10), autoimmunity (8), T cell hyperactivation (11), and myeloid and lymphoid tumors (12) as a consequence of loss of feedback regulation *via* derepression of miR-146a targets, *Traf6, Irak1*, and *Stat1* (9, 13). Although these studies have well characterized miR-146a’s effects in myeloid and T cell subsets, the effects on B-cells are not well understood. In our study, we found that *Mir146a^−/−^* mice show an age-independent defect in MZ B-cell development. We have carefully characterized this defect, finding that KO mice show an increase in the preceding transitional B-cell stages and intact splenic retention, indicating a block in development. Using a combination of high-throughput sequencing, molecular biological and cellular-based approaches, we identified that this developmental block results from deregulation of the Notch2 pathway.

## Materials and Methods

### Mice

miR-146a-deficient (*Mir146a^−/−^*) mice were generated as described previously (8). Wild-type (WT) mice (C57B/6) and TCRαβ-deficient (*TCR*β^−/−^) mice (002118) were purchased from Jackson laboratories and kept under pathogen-free conditions at the University of California, Los Angeles. All mouse studies were approved by the UCLA Office of Animal Research Oversight.

### Flow Cytometry

Bone marrow, spleen, and blood were obtained from euthanized mice and red blood cell lysis buffer was used to lyse the single cell suspensions. For intracellular staining, cells were fixed in 2% paraformaldehyde at 37°C for 10 min and then blocked with Fc block for 20 min. Then, they were stained in 1× PBS with 10% FBS and 0.1% Triton X-100 for 20 min in the dark, and subsequently washed with 1× PBS with 4% FBS. Fluorochrome-conjugated antibodies and subset definitions are listed in Tables S1 and S2 in Supplementary Material. Initial spleen gating strategy is shown in Figure S1A in Supplementary Material. Flow cytometry was performed on an LSRII and data were analyzed using FlowJo software.

### Sorting of Splenic B-Cell Subsets

Spleens pooled from three to five mice were stained according to FACS surface markers as noted in Table S2 in Supplementary Material. Cells were sorted into T1, T2, T3, FO B-cells, and MZ B-cells *via* FACS Aria.

### RNA Sequencing (RNA-Seq) and Analysis

Total RNA was extracted from WT and KO B-cell subsets using Qiazol using the Qiagen miRNEasy mini kit with additional on column DNAse I digestion. Following isolation of RNA, cDNA libraries were built using the Illumina TruSeq RNA Sample Preparation kit V2 (RS-122-2001). An Agilent Bioanalyzer was used to determine RNA quality (RIN >8) prior to sequencing. RNA-Seq libraries were sequenced at the Broad Stem Cell Research Center sequencing core (UCLA). Libraries were sequenced on an Illumina HiSeq 2000 (single-end 100bp). Raw sequence files were obtained using Illumina’s proprietary software and are available at NCBI’s Gene Expression Omnibus (Accession GSE93252). We first filtered out reads with low quality and reads containing sequencing adapters and then mapped raw reads to the mouse reference genome (UCSC mm10) with the gapped aligner Tophat allowing up to two mismatches. We supplied the UCSC mm10 gene model to Tophat as the reference genome annotation. Only reads uniquely aligned were collected. In total for all libraries sequenced, 365,022,996 reads were uniquely mapped (corresponding to an overall mappability of 91.7%) and used for further analysis. Transcript expression levels were quantified using RPKM units (Reads Per Kilobase of exon per Million reads mapped) using customized scripts written in Perl. Differential expression analysis was performed using both DESeq and edgeR in R (http://www.R-project.org). Raw read counts were used and modeled based on a negative binomial distribution. The multiple testing errors were corrected by the false discovery rate (FDR). We considered genes as differentially expressed if (1) the FDR was less than 0.05, (2) the expression ratio between two time points was >2×, (3) the maximal RPKM value for at least one group in the comparison was >1, and (4) there was agreement between DESeq and edgeR. These differentially expressed genes were then examined from the T2 to MZ and T2 to FO stages in both WT and KO cells. We then focused on genes only found in the T2 to MZ transition in WT and compared them to those in the T2 to MZ transition in KO B-cells. The *Z*-scores for each of these unique gene subsets were calculated, scaled, centered, and displayed as a heat map.

### RT-qPCR

RNA was collected from corresponding B-cell samples and reverse transcribed using the qScript reagent (Quanta Biosciences). RT-qPCR was performed with the StepOne Plus Real-Time PCR System (Applied Biosystems) using PerfeCTa SYBR Green FastMix reagent (Quanta Biosciences) or TaqMan MicroRNA Assay (Life Technologies). Primer sequences used are listed in Table S2 in Supplementary Material.

### Western Blot

B220^+^ cells were isolated from WT and KO mice using MACS, treated with LPS, and cultured for 72 h. B-cells were then lysed with RIPA buffer (Boston BioProducts) and Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific). Equal amounts of protein lysate [quantification by bicinchoninic acid protein assay, BCA (Thermo Scientific)] were separated using electrophoresis on a 10% SDS–PAGE and blotted on a nitrocellulose membrane. Numb Rabbit monoclonal (C29G11)(#2756) and β Tubulin Rabbit polyclonal (#2146) antibodies were used (Cell Signaling Technologies). HRP-conjugated secondary antibodies were from Santa Cruz Biotechnology.

### Luciferase Reporter Assay

The entire *Numb* 3′-UTR (1,978−3,382 nt; GenBank ID: NM_001136075) containing the miR-146a site was cloned into the pmiRGlo dual luciferase vector (Promega). The miR-146a seed sequence AGTTCTCA (2,596−2,603 nt) was mutated to CTCATAGT and also cloned into pmiRGlo. A similar strategy was used for cloning a 2 kb segment of the *Notch2* 3′-UTR (7,584−9,592 nt; GenBank ID: NM_010928) immediately downstream of the stop codon. The putative miR-146a seed sequence GTTCTCA (8,815−8,821 nt) was mutated to CAGTCTT and also cloned into pmiRGlo. Standard PCR and cloning methods were employed. TargetScan was used to predict miR-146a seed sequences. The *Traf6* 3′-UTR was cloned as previously described (14). HEK-293T cells were co-transfected with luciferase reporter vectors, with or without miR-146a expression vector using BioT transfection reagent (Bioland Scientific) as per the manufacturer’s instructions. Cells were lysed after 48 h, substrate was added, and luminescence was measured on a Glomax-Multi Jr (Promega).

### Statistical Analyses

Figures are graphed as mean with the SD of the mean for continuous numerical data. Dichotomized or ordinal-type histopathologic data are presented using bar graphs. Data were analyzed with two-tailed Student’s *t*-test, conducted using GraphPad Prism software, applied to each experiment as described in the figure legends. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Results

### Deficiency of miR-146a Results in Decreased MZ B-Cells in the Spleen

Previous studies have shown that *Mir146a^−/−^* mice show age-dependent changes in splenic cellularity and activated T cell phenotypes, starting from 2 to 4 months (10, 11). This is followed by autoimmune inflammatory disease, splenomegaly, lymphadenopathy, and myeloproliferation, and at very advanced ages by splenic myeloid sarcomas, lymphomas, and bone marrow failure (12). Given the high expression of miR-146a in B-cells and features of autoimmune disease in KO mice, we examined splenic B-cell subsets to better characterize miR-146a’s effect on B-cell maturation. Beginning with young mice, we confirmed that increases in total splenic cellularity (Figure 1A) and B220+ B-cells (Figure 1B) were apparent as early as 8–12 weeks old. We characterized immature transitional B-cells (T1, T2, and T3), FO cells, MZ B-cells, and B1 cells and compared them between WT and KO mice (Figure 1C) (15). Increased percentages and numbers in precursor T1, T2 (Figure 1D; Figure S2 in Supplementary Material), T3, and B1 cells (Figures S1C,D and S2 in Supplementary Material) were seen starting from 8 to 12 weeks in KO compared to WT. In addition, the overall number of FO B-cells started to trend higher in KO mice at 8 weeks of age and statistically significant differences were observed at 12 weeks of age in KO mice (Figure S2 in Supplementary Material). In contrast, MZ B-cells showed a significant decrease as early as 8 weeks of age (Figure 1D). This defect persisted until at least 18 weeks of age in the KO mice (Figure S3 in Supplementary Material), after which expansion of the myeloid compartment began to take over in KO spleens (12). In addition, an alternative gating analysis (Figure S1B in Supplementary Material) (1) showed that this defect was also present in MZ precursor (MZP) cells, again confirming a deficiency in the MZ development pathway (Figure S1E in Supplementary Material). Together, these results indicate a specific defect in the MZ subset of splenic B-cells, with an increase in T1 and T2 transitional zone B-cells, suggestive of defective differentiation into MZ B-cells in KO mice.

**Figure 1:**
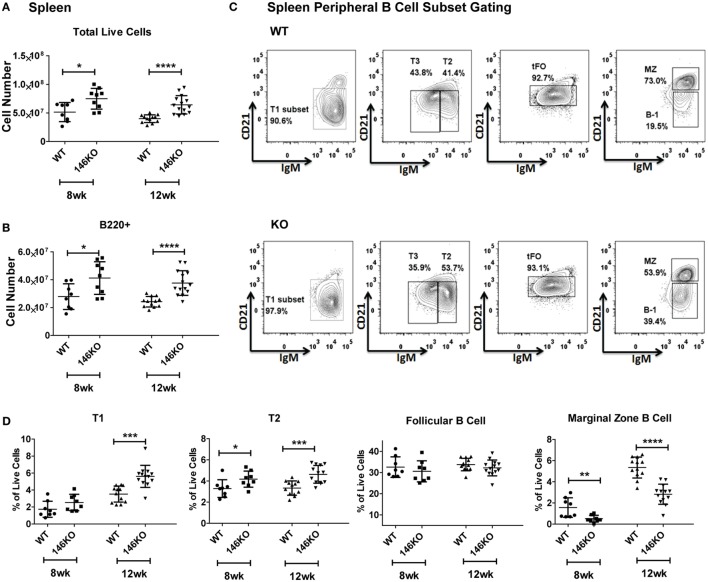
**Mir146a^−/−^ mice exhibit an increase in total splenic B-cells and immature splenic subsets, except exhibit a defect in marginal zone (MZ) B-cells**. Cell numbers of **(A)** total live cells (*p = 0.015, ****p < 0.0001) and **(B)** B220+ B-cells (*p = 0.021, ****p < 0.0001) are shown in young mice, ages 8 weeks (*n* = 8–9 mice/group) and 12 weeks (*n* = 12–14 mice/group). Values are mean ± SD. **(C)** Representative FACS plots show maturing B-cell subsets in spleens of wild-type (WT) mice and Mir146a*^−/−^* knockout (KO) mice at 12 weeks. **(D)** Analysis of spleen subsets from WT mice and KO mice are shown at early ages (*n* = 12–14/group). Increases in the transitional T1 (***p = 0.0001) and T2 (*p = 0.043, ***p = 0.0003) B cells are shown. MZ B-cells are decreased in KO at ages 8 weeks (**p = 0.008), 12 weeks (****p < 0.0001). Values are mean ± SD.

### Decreased MZ B-Cells in miR-146a-deficient Mice Are Due to Spleen-Intrinsic Defect and Not Bone Marrow Development Failure or Lack of Splenic Retention

To fully characterize the origin of differences in splenic B-cell subsets between WT and KO mice, we looked upstream into the bone marrow to assess deficiencies in B-cell development. At the early ages of 8 and 12 weeks, there were no statistically significant differences in total live cells (Figure 2A) or B220+ B-cells (Figure 2B). We subsequently characterized bone marrow B progenitor cells (15) in WT and KO mice (Figure 2C). Fractions A–E in young mice remained similar, although at 12 weeks fraction A showed a decrease in KO mice (Figure 2D), which may represent the beginning of myeloproliferative disease or faster flux through this particular stage of development (12, 16). Hardy Fraction F cells, which represent mature bone marrow B-cells as well as recirculating cells, showed a decrease in KO mice, likely representing a decreased recirculating fraction secondary to increased retention of overall B-cells in the spleen. To ensure that this decrease in pre–pro B-cells was not due to decreases in hematopoietic stem cell/progenitor development, we examined hematopoietic stem cells (HSC), multipotent progenitors (MPP), lymphoid-primed multipotent progenitors (LMPP), early lymphoid (ELP), and common lymphoid (CLP) progenitors, and found no difference in young mice (Figures S4A,B in Supplementary Material), similar to prior work (16).

**Figure 2:**
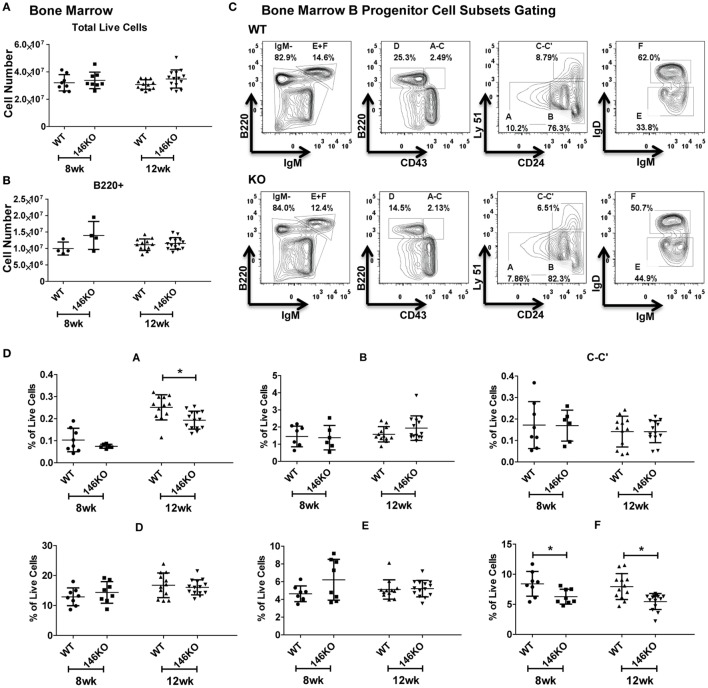
**Mir146a^−/−^ mice show intact bone marrow B-cell development**. Cell numbers of **(A)** total live cells (*p* = nss) and **(B)** B220+ B-cells (*p* = nss) are shown in young mice, ages 8 weeks (*n* = 8 mice/group) and 12 weeks (*n* = 12–14 mice/group), respectively. Values are mean ± SD. **(C)** Representative FACS plots show bone marrow B progenitors cells (Hardy Fractions) in bone marrow of WT (top panel) and KO mice (bottom panel) at 12 weeks. **(D)** Analysis of B progenitor cell subsets from WT and KO mice at early ages (8 and 12 weeks). Fraction A (*p = 0.006), fraction F at 8 weeks (*p = 0.025) and 12 weeks (*p = 0.001). Values are mean ± SD.

In addition, we explored the possibility that a defect in MZ B-cells in KO mice may have been due to a lack of retention of these cells in the splenic niche. However, examination of the peripheral blood (17) showed no difference in MZ B-cells between WT and KO mice (Figure 3A). Also, there were no differences in MZ B-cells in lymph nodes (Figure 3B). However, overall B220+ cells and FO cells were increased in KO vs. WT, as consistent with spleen findings. Furthermore, because it is known that MZ cells may differentiate into plasmablasts after interacting with antigens presented from macrophages, dendritic cells, or neutrophils, we examined this possibility. It is known that myeloid lineage cells in the spleen of KO mice are significantly increased in older KO mice (8, 12, 16). Hence, we performed FACS analysis for macrophages, dendritic cells, and neutrophils in young 12-week-old mice and found that they were similar in WT and KO at this early age (Figure 3C). Furthermore, plasmablasts were then assessed in WT and KO spleens, and also following stimulation with LPS, CpG, or CD40 + IL4, and were not statistically different (Figure 3D). Together with a lack of significant changes in bone marrow development, these findings suggest a local spleen intrinsic defect leading to decreased MZ B-cell development.

**Figure 3:**
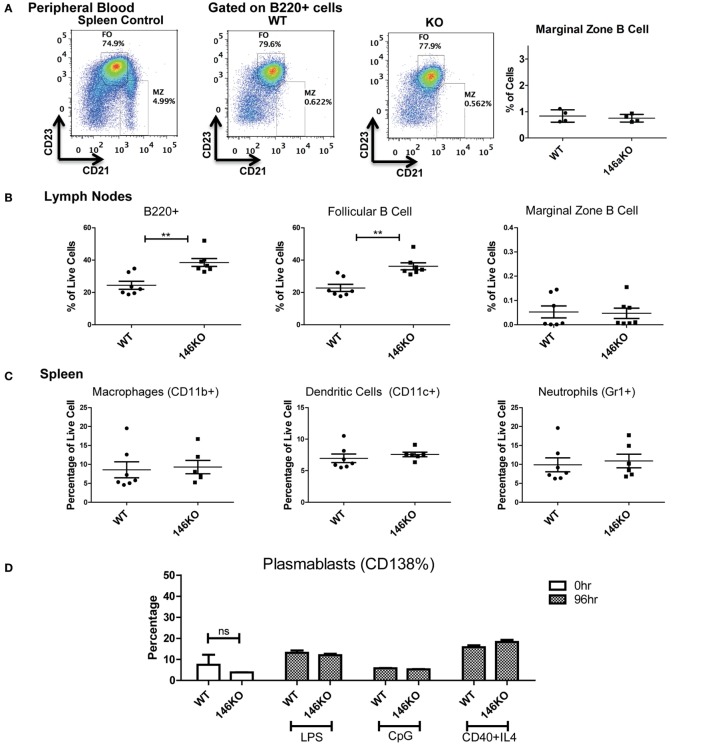

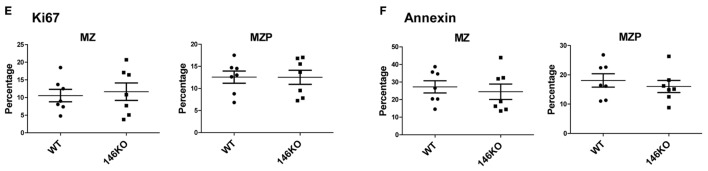
**Lower Mir146a^−/−^ marginal zone (MZ) B-cells are likely due to a spleen intrinsic developmental block**. **(A)** Peripheral blood B220+ cells show no statistically significant difference in circulating MZ or follicular cells (*n* = 4 mice/group). **(B)** Mature B-cell subsets are shown in peripheral lymph nodes (B220+ **p = 0.002; FO **p = 0.001) (*n* = 7 mice/group). **(C)** Splenic macrophages, dendritic cells, and neutrophils show no differences in WT vs. KO (*n* = 7 mice/group). **(D)** CD138+ plasmablasts are shown in unstimulated spleens (0 h) and 96 h poststimulation with CD40 + IL4, with no significant differences (repeated in duplicate). **(E)** Intracellular Ki67 and **(F)** Annexin V staining are shown for MZ and MZ precursor (MZP) cells (*n* = 7 mice/group).

Next, we explored whether the decrease in MZ B-cells was related to a developmental defect or due to an altered proliferation and/or apoptosis of MZ B-cells. Using intracellular Ki67 staining in conjunction with staining for B-cell developmental subsets, we determined that the proportion of Ki67 positive cells was statistically unchanged between WT and KO MZP and MZ B-cells (Figure 3E). Similarly, Annexin V staining revealed no statistically significant differences in apoptosis of these B-cell subsets (Figure 3F). In summary, these data strongly support the idea that the defect in MZ B-cells in *Mir146a^−/−^* mice is due to a developmental block in maturation of T2 cells into MZ B-cells.

### miR-146a-Deficient B-Cells Exhibit Altered Gene Expression during Maturation from Transitional to MZ Stages

To dissect the mechanistic basis of the observed MZ B-cell block in development, we undertook gene expression analyses of the splenic B-cell subsets. First, we examined whether miR-146a was differentially expressed in different splenic B-cells. Indeed, RT-qPCR revealed that MZ B-cells had the highest levels of miR-146a expression, with expression noted in all subsets (Figure 4A). Next, we performed RNA-Seq on WT and KO transitional (T1 and T2), MZ and FO B-cell subsets with biological replicates. 

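The RNA-Seq experiment compared 8 groups of splenic B-cells, T1, T2, MZ and FO from WT and from Mir146a−/− (KO) mice, with 2 biological replicates each, 16 libraries in all. Each sample was sorted from spleens pooled from 3 to 5 mice. Libraries were made with the TruSeq RNA kit and sequenced as single-end reads of 100 bp. The targeted gene, Mir146 (chromosome 11 from 43374397 to 43374461 on GRCm38), had 1 read in each WT FO library (0.583 RPKM in replicate 1 and 0.656 RPKM in replicate 2) and 0 in all others. Its annotated transcript is 65 bp long, so these libraries cannot check the genotype labels. The authors removed reads of low quality and reads with adapters, aligned the rest to mm10 with TopHat allowing up to 2 mismatches, kept uniquely aligned reads, and computed RPKM per gene with Perl scripts. They called differential expression with DESeq and edgeR on read counts, which are not used here. The paper gives 365022996 uniquely mapped reads for all libraries. The RPKM values are scaled to fewer reads, 265824474 in all, a total recovered from the steps between the values of each gene and close to the sum of the reads recovered per gene. Per library these totals were 12545302 and 13907603 reads in WT T1, 9003343 and 13622028 in WT T2, 18096003 and 18909029 in WT MZ, and 26386684 and 23454776 in WT FO. In KO they were 11170244 and 14443131 reads in T1, 12011679 and 14056567 in T2, 13503388 and 17582979 in MZ, and 22348074 and 24783644 in FO. Here, log2(RPKM + 0.5) was compared with limma in 1 model of the 8 groups, for 12507 genes with a group mean RPKM over 1. A gene was called at the paper's thresholds: adjusted p under 0.05, a log2 fold change beyond 1 in size, and a group mean RPKM over 1. Fold changes are on the log2(RPKM + 0.5) scale, which understates the change of genes with low values. The median standard error of a log2 difference between 2 groups was 0.18.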

Surprisingly, when we directly compared the corresponding B-cell stages between the WT and KO mice, only three to six genes showed differential expression. 

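9930111J21Rik2 had very low RPKM in KO and was expressed in WT in every B-cell subset. In MZ B-cells its RPKM was 0.362 ± 0.0495 in KO and 38.5 ± 8.31 in WT (SD, n = 2), a log2 difference of -5.49 (standard error 0.19, adjusted p = 1.94e-07 from limma). The differences in T1, T2 and FO were -5.09, -5.50 and -5.36. Lyrm7, which encodes an assembly factor of mitochondrial complex III, was higher in KO in each subset, with log2 differences of 2.01 in T1, 2.00 in T2, 2.45 in MZ and 2.23 in FO (standard error 0.23). In MZ B-cells, Grm6, a metabotropic glutamate receptor gene, was at 29.1 ± 0.278 RPKM in KO and 1.49 ± 0.440 in WT, and Tgtp1, an interferon-inducible GTPase gene, at 2.97 ± 0.665 in KO and 0.377 ± 0.143 in WT (n = 2). Their log2 differences were 3.91 (adjusted p = 5.84e-05 from limma) and 1.98 (adjusted p = 0.0444 from limma). Across the 4 subsets, Tgtp1 differed by 1.72 (adjusted p = 1.09e-04 from limma) and Lyrm7 by 2.17 (adjusted p = 1.72e-07 from limma). Both were called there, with no overlap between KO and WT libraries, although replicates may be shared between subsets. In T2, Ccdc69 was at 39.8 ± 4.22 RPKM in KO and 19.0 ± 0.222 in WT, a log2 difference of 1.04. On GRCm38, 9930111J21Rik2 (ENSMUSG00000069892) lies on chromosome 11 from 49015874 to 49051242. On the same chromosome are Tgtp1 (ENSMUSG00000078922, from 48985327 to 48994172), Grm6 (ENSMUSG00000000617, from 50850685 to 50866208), Lyrm7 (ENSMUSG00000020268, from 54826866 to 54860916) and Ccdc69 (ENSMUSG00000049588, from 55049731 to 55078131). These 5 genes are 5.61 to 11.7 Mb from Mir146. Reads of 9930111J21Rik2 can be shared with its paralog 9930111J21Rik1, whose RPKM in MZ was 31.3 in KO and 26.4 in WT. A pair of antisense genes on chromosome 11 were also called: Gm12660, within Grm6, higher in KO in MZ (3.03), and Gm12233, lower in T2, MZ and FO (-1.83, -1.38 and -1.303). The counting is not stated to use strand, so reads of these genes and of the genes they overlap cannot be separated. In all, 5 genes were called in T1 (4 higher in KO), 6 in T2 (3 higher), 8 in MZ (5 higher) and 4 in FO (2 higher). An unadjusted p under 0.05 was found for 439, 421, 206 and 115 genes. These are 3.51%, 3.37%, 1.65% and 0.919% of the tested genes, each below the share that chance alone would give. The counts are therefore no sign of further differences. The p-values may be too large, so a missing call cannot show that a gene does not differ. The others called were the immunoglobulin segments Igkv4-55 and Ighv5-12 in T1, and Trbd2, Gm23878, Gm25064 and Gm17651, each with at most 4 reads in any library. With replicate number as a block, the calls of Tgtp1 in MZ (1.98) and of Gm12233 in FO (-1.303) ended. Of 21 interferon response genes, 0 were called, yet all 21 were above 0 in KO against WT in T1 (median log2 difference 0.45, adjusted p = 4.23e-20 by limma's camera test, adjusted p = 0.0353 with an estimated correlation) and in FO (median 0.32, adjusted p = 1.95e-20, and 0.0335 with an estimated correlation). Adjusted over the list alone, 0 passed as well. Other lists passed in T1 or FO too, upward or downward. Plasma cell markers did not pass in T1, with 8 of 9 above 0 (median 0.43, adjusted p = 0.143 by camera). In T1, 9 of 10 myeloid cell markers were above 0 (median 0.66, adjusted p = 0.0332 by camera, and 0.911 with an estimated correlation), which no longer passed without WT T1 replicate 1, WT T2 replicate 1, WT T2 replicate 2 or KO T1 replicate 2. Of 22 cell cycle genes, 21 were above 0 in T1 (median 0.31, adjusted p = 0.0913 by camera) and 22 in FO (median 0.31, adjusted p = 0.00798 by camera, and 0.857 with an estimated correlation), which no longer passed in FO without WT FO replicate 2 or KO FO replicate 1. The 17 immediate early genes were all below 0 in T1 (median -1.62, adjusted p = 2.11e-06 by camera, and 0.911 with an estimated correlation) and in FO (median -1.18, adjusted p = 1.98e-05 by camera, and 0.857 with an estimated correlation), which no longer passed without WT T1 replicate 1 or KO T1 replicate 1 in T1 and without WT FO replicate 1 or KO FO replicate 1 in FO. In T1, 18 of 20 ER and unfolded protein response genes were above 0 (median 0.19, adjusted p = 0.00691 by camera, and 0.911 with an estimated correlation), which no longer passed without WT T1 replicate 1 or KO T1 replicate 2, and 10 of 12 MHC class II presentation genes were below 0 (median -0.23, adjusted p = 0.00691 by camera, and 0.911 with an estimated correlation), which no longer passed without WT T1 replicate 1, WT T1 replicate 2 or KO T1 replicate 1. The count of genes called between KO and WT was 32 without WT T1 replicate 1, 10 without WT T1 replicate 2 and 13 without KO T1 replicate 1 in T1, 35 without WT T2 replicate 1 and 32 without WT T2 replicate 2 in T2, 5 in MZ without WT MZ replicate 1, WT MZ replicate 2 or KO MZ replicate 1, and in FO 1 without WT FO replicate 1 or KO FO replicate 1 and 2 without KO FO replicate 2. Leaving out 1 library ended the call of Lyrm7 in T1 (1.84 without KO T1 replicate 1), in T2 (1.79 without KO T2 replicate 1) and in FO (2.04 without WT FO replicate 1, 2.17 and 2.29 without KO FO replicate 1 or 2), of Ccdc69 (0.93 without KO T2 replicate 2), of Gm23878 (2.75 without WT T1 replicate 2 and 2.48 without KO T1 replicate 2), of Gm17651 (-1.98, -2.03 and -2.00 without WT MZ replicate 1, WT MZ replicate 2 or KO MZ replicate 1), of Tgtp1 without any 1 of the 4 MZ libraries (1.78 to 2.18), of Gm12233 without any 1 of the 4 MZ libraries in MZ (-1.43 to -1.34) or of the 4 FO libraries in FO (-1.49 to -1.11), of Igkv4-55 (2.202 without WT T1 replicate 2), of Ighv5-12 (1.93 without KO T1 replicate 2) and of Trbd2 in FO (3.99 without WT FO replicate 1 and 3.65 without KO FO replicate 1). The call ended at a pseudocount of 0.1 for Tgtp1 (2.70), Gm12233 in FO (-1.48) and Gm17651 (-4.00); under quantile normalization, for Tgtp1 (1.88) and Gm12233 in FO (-1.29); with only the libraries of the groups compared, for Lyrm7 in T1 (2.01), Lyrm7 in T2 (2.00), Lyrm7 in MZ (2.45), Lyrm7 in FO (2.23), Ccdc69 (1.04), Tgtp1 (1.98), Gm12660 (3.03), Gm12233 in T2 (-1.83), Gm12233 in MZ (-1.38), Gm12233 in FO (-1.303), Gm23878 (2.75), Gm25064 (-2.36), Gm17651 (-2.00), Igkv4-55 (2.23), Ighv5-12 (2.25), Trbd2 in T2 (4.33) and Trbd2 in FO (3.99). Settings chosen after seeing the data ended it with limma-voom, for Lyrm7 in T2 (2.39), Tgtp1 (2.95), Gm12233 in T2 (-2.13), Gm12233 in MZ (-1.69), Gm12233 in FO (-1.53), Gm23878 (2.82), Gm25064 (-2.79), Gm17651 (-1.32), Trbd2 in T2 (1.99), Trbd2 in MZ (3.02) and Trbd2 in FO (2.64); without the KO replicate 1 libraries, for Lyrm7 in T1 (1.84), Lyrm7 in T2 (1.79), Lyrm7 in MZ (2.29), Lyrm7 in FO (2.17), Ccdc69 (1.15), Tgtp1 (1.78), Gm12233 in T2 (-1.86), Gm12233 in MZ (-1.34), Gm12233 in FO (-1.49), Gm23878 (3.02), Gm25064 (-2.36), Gm17651 (-2.00), Igkv4-55 (2.60) and Ighv5-12 (2.57); without the T1 libraries, for Tgtp1 (1.98), Gm12233 in MZ (-1.38) and Gm12233 in FO (-1.303).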

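Of the genes called between KO and WT, 9930111J21Rik2, Lyrm7, Ccdc69, Grm6 and Tgtp1 have an annotated 3′ UTR in GENCODE M21 (GRCm38), and 0 of these 5 3′ UTRs hold a match to the miR-146a seed (AGTTCTCA, AGTTCTC or GTTCTCA). The other called genes, mostly immunoglobulin segments and noncoding RNAs, have no annotated 3′ UTR and were not searched. Among the 10270 tested genes with a 3′ UTR, 2243 (21.8%) hold such a site and 517 (5.03%) hold the 8mer. Traf6, an adaptor of Toll-like receptor signaling, holds 4 8mers, its partner kinase Irak1 holds 2, and the Notch inhibitor Numb holds 1. Genes with a site did not stand apart from genes without one as a group. Their median log2 difference in MZ was 0.04 against 0.02 (adjusted p = 0.682 by camera of limma, the same value in T1 and T2, and 0.775 in FO). Genes with the 8mer had a median of 0.06 in MZ against 0.03 for the rest (adjusted p = 0.234 by camera of limma). The difference between genotypes in the T2 to MZ change had a median of 0.06 for 8mer genes against 0.01 for the rest. By camera this gave p = 0.0222 and adjusted p = 0.155, and p = 0.417 with an estimated correlation. For genes with any site the adjusted p was 0.573 by camera. Sites were searched by sequence alone, without conservation.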

Of this limited group of differentially expressed genes, none were predicted miR-146a targets. The limited numbers of differentially expressed genes using direct comparison of subsets led us to consider alternate approaches. Given that there are very significant changes occurring in gene expression as a T2 cell commits to a MZ fate, we hypothesized that miR-146a alters the set of genes that are changing during this cell fate commitment. To this end, we utilized an alternative analysis comparing transitions between developmental stages of immune cells, similar to an approach that has been previously described (18). Interestingly, the transition from T2 to FO B-cells showed only 57 or 25 differentially expressed genes in the WT and KO, respectively (Figure 4B). In contrast, the T2 to MZ transition showed 1,270 or 1,183 differentially expressed genes in WT and KO, respectively (Figure 4B), indicating a large change in gene expression needed for commitment to the MZ over the FO fate. 

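From T2 to FO in WT, the genes that fell included Cplx2, which encodes a regulator of vesicle release, from 5.51 ± 1.81 to 0.429 ± 0.0299 RPKM (SD, n = 2; log2 fold change -2.66, adjusted p = 0.0384 from limma), and Slpi, a secreted protease inhibitor, from 4.20 ± 1.54 to 0.405 ± 0.346 (-2.39). 1100001G20Rik fell by 3.99 on the log2 scale. Of the 4 genes that rose, Kcna3, a voltage-gated potassium channel gene (ENSMUSG00000047959, chromosome 3 from 107036169 to 107038070 on GRCm38), went from 13.0 ± 3.17 to 27.3 ± 1.16 RPKM (1.06, standard error 0.18, adjusted p = 0.0458 from limma), and Gm15585 and Mir215, with few reads, rose by 1.14 and 2.498. In KO the log2 fold changes were -2.48 for Cplx2, -1.38 for Slpi, -3.28 for 1100001G20Rik and 0.86 for Kcna3, and these did not pass (adjusted p = 0.131 for Cplx2 from limma). Of 10 tested myeloid cell markers, 0 were called in either genotype. Adjusted over the list alone, 8 fell in WT and 4 in KO, with median log2 fold changes of -2.17 and -2.24 (camera, adjusted p = 6.06e-06 and 2.40e-05, and adjusted p = 0.538 and 0.544 with an estimated correlation). The KO test no longer passed without KO T2 replicate 2. Of 6 immature and transitional B-cell markers, only the sort marker Cd93 was called, in WT (-2.17), and 2 fell in each genotype when adjusted over the list alone (median -0.85 in WT and -0.78 in KO, adjusted p = 3.23e-04 and 2.06e-05 by camera, and adjusted p = 0.538 and 0.511 with an estimated correlation). Of 12 MHC class II presentation genes, 0 were called and 11 were above 0 in each genotype (median 0.39 and 0.35, camera adjusted p = 0.00468 and 0.00342, and adjusted p = 0.538 and 0.544 with an estimated correlation). This ended under quantile normalization in each genotype, and in KO without KO T2 replicate 1. In all, 23 genes were called in WT (4 rose and 19 fell) and 0 in KO by limma, where 2613 and 1498 genes had an unadjusted p under 0.05. With limma-voom on recovered reads, 15 were called in WT and 0 in KO. The WT count was 69 with replicate number as a block and 0 with only the libraries of the groups compared. It was 44 without the T1 libraries, a setting chosen after seeing the data. In KO 0 were called in each of these settings. The difference between the genotypes in this transition was called for 1 gene, the small nuclear RNA Gm25064, which has at most 3 reads in any library. That call ended without KO T2 replicate 1 or any 1 of the 4 FO libraries (3.17 to 3.24). For this difference 123 genes (0.983%) had an unadjusted p under 0.05, below the share that chance alone would give. The call of Gm25064 ended with replicate number as a block too (3.20). In WT the count was 107 without WT T2 replicate 2 and 0 without WT FO replicate 1 or WT FO replicate 2, so no gene named here kept its call without either WT FO library, and in KO it was 5 without KO T2 replicate 2 and 2 without KO FO replicate 2. Without 1 FO library, the WT log2 fold change was -2.63 or -2.69 for Cplx2, -1.99 or -2.79 for Slpi, -3.66 or -4.33 for 1100001G20Rik, -2.14 or -2.20 for Cd93, 1.02 or 1.103 for Kcna3, 1.07 or 1.21 for Gm15585 and 3.11 or 1.89 for Mir215. Without WT T2 replicate 1 the calls of Cplx2 (-2.35), Slpi (-2.73), 1100001G20Rik (-3.31), Cd93 (-1.93), Kcna3 (0.82), Gm15585 (1.24) and Mir215 (2.498) ended as well, and without WT T2 replicate 2 those of Slpi (-2.05) and Mir215 (2.498). At a pseudocount of 1, the call ended for Cplx2 (-2.16), Slpi (-1.88), Gm15585 (0.89) and Mir215 (1.75); with no filter on low values, for Slpi (-2.39), Kcna3 (1.06), Gm15585 (1.14) and Mir215 (2.498); under quantile normalization, for Gm15585 (1.199); with only the libraries of the groups compared, for Cplx2 (-2.66), Slpi (-2.39), 1100001G20Rik (-3.99), Cd93 (-2.17), Kcna3 (1.06), Gm15585 (1.14) and Mir215 (2.498). It also ended in settings chosen after seeing the data, with limma-voom, for Cplx2 (-3.59), Slpi (-3.67), 1100001G20Rik (-6.22), Gm15585 (1.51) and Mir215 (2.60); without the KO replicate 1 libraries, for Cplx2 (-2.66), Slpi (-2.39), 1100001G20Rik (-3.99), Cd93 (-2.17), Kcna3 (1.06), Gm15585 (1.14) and Mir215 (2.498); without the T1 libraries, for Mir215 (2.498). The Gm25064 difference also lost its call at a pseudocount of 0.1 (6.75) and with only the libraries of the groups compared (3.20), and, in settings chosen after seeing the data, with limma-voom (4.45), without the KO replicate 1 libraries (3.17) and without the T1 libraries (3.20).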

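The receptor gene S1pr3, which responds to sphingosine-1-phosphate, rose from 2.66 ± 0.545 RPKM in WT T2 to 120.2 ± 7.69 in WT MZ (SD, n = 2; log2 fold change 5.26, standard error 0.20) and from 2.40 ± 0.412 to 108 ± 11.1 in KO (5.23). It is ENSMUSG00000067586, on chromosome 13 from 51408639 to 51422797 on GRCm38. The tetraspanin gene Tspan15 rose to 25.6 ± 5.11 RPKM in WT MZ and 26.7 ± 1.27 in KO MZ (5.47 and 5.32), the chemokine receptor gene Ccbp2 by 5.11 and 5.21, and Ffar2, a receptor for short-chain fatty acids, by 4.88 and 4.78. Tsga13 was listed at 0 in both WT T2 libraries and was at 61.5 ± 13.5 RPKM in WT MZ and 70.4 ± 21.2 in KO MZ. Pde2a, which encodes a cyclic nucleotide phosphodiesterase (ENSMUSG00000030653, chromosome 7 from 101410886 to 101512819), fell from 41.4 ± 3.84 to 1.34 ± 0.185 RPKM in WT (-4.51, standard error 0.12) and from 44.7 ± 0.898 to 1.66 ± 0.263 in KO (-4.39). Myadm fell (-4.69 and -4.28), the sodium pump subunit gene Atp1b1 (-4.37 and -4.16), and the calcium channel gene Cacna1i (-4.19 and -3.85). All 13 tested entries of MZ B-cell markers rose in both genotypes, over all genes and adjusted over the list alone, with medians of 3.12 in WT and 3.11 in KO (camera, adjusted p = 7.03e-12 and 1.29e-12, and adjusted p = 0.0232 and 0.0191 with an estimated correlation). Among them, Cd1d1, which presents lipid antigens, went from 23.7 to 211 RPKM in WT and from 25.3 to 227 in KO. Cr2, in 2 of the entries, encodes a sort marker. Of 7 FO B-cell markers, 4 fell in WT and 5 in KO (5 and 6 when adjusted over the list alone), including Bach2, a transcriptional repressor, (-3.28 and -3.07). The list gave adjusted p = 0.00459 and 0.00104 by camera, and adjusted p = 0.0853 and 0.0606 with an estimated correlation. Of 6 immature and transitional B-cell markers, 4 fell in each genotype, over all genes and adjusted over the list alone (Vpreb3 (-3.47 and -3.26), list adjusted p = 9.30e-04 and 0.00104 by camera, and adjusted p = 0.194 and 0.225 with an estimated correlation). Of 17 genes of the Toll-like receptor pathway, 4 rose in each genotype, over all genes and adjusted over the list alone, and 0 fell. Tlr3, a receptor for double-stranded RNA, rose by 3.79 and 4.26 (list, adjusted p = 0.00165 and 7.64e-04 by camera, and adjusted p = 0.0853 and 0.0606 with an estimated correlation). Of 10 myeloid cell markers, 1 fell in each genotype, over all genes and adjusted over the list alone, and 9 were below 0 in each (median -1.601 in WT and -1.09 in KO, adjusted p = 0.0316 and 0.244 by camera, and adjusted p = 0.750 and 0.970 with an estimated correlation). The WT test no longer passed at a pseudocount of 0.1 or without WT T2 replicate 2. The comparison called 1323 genes in WT (806 rose and 517 fell) and 1181 in KO (741 rose and 440 fell) at the paper's thresholds. Adjusted p alone passed for 3663 and 3162 genes. The sort markers Cr2, Fcer2a and Cd93 are in these marker lists. With them left out, chosen after seeing the data, all 11 MZ B-cell markers rose in each genotype (adjusted p = 0.0108 and 0.00879 with an estimated correlation), 3 of 6 FO B-cell markers fell in WT and 4 in KO (adjusted p = 0.0316 and 0.00965 by camera, and adjusted p = 0.152 and 0.0739 with an estimated correlation), and 3 of 5 immature and transitional B-cell markers fell in each (adjusted p = 0.00599 and 0.0115 by camera, and adjusted p = 0.297 and 0.328 with an estimated correlation). Among the marker genes, Mzb1 lost its call without WT T2 replicate 1 (1.66), WT MZ replicate 1 (1.77), WT MZ replicate 2 (1.68), KO T2 replicate 1 (1.53), KO MZ replicate 1 (1.79) or KO MZ replicate 2 (1.65), and S1pr1 without WT T2 replicate 2 (0.98). The FO B-cell marker Ccr7 lost its KO call without any KO T2 or MZ library (-2.43 to -1.44). It also did with no filter on low values, under median-ratio scaling and with only the libraries of the groups compared (-1.93). The myeloid cell marker Emr1 lost its KO call without KO T2 replicate 2 (-1.19) or KO MZ replicate 1 (-1.22). In a setting chosen after seeing the data, the call ended without the KO replicate 1 libraries. This held in KO for Mzb1 (1.599), S1pr1 (1.01), Ccr7 (-1.92) and Emr1 (-1.50).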

Focusing on the T2 to MZ transition, we compared the differentially expressed genes in WT and KO transcriptomes (Figure 4C). WT and KO mice showed 1,004 differentially expressed genes in common during the T2 to MZ transition; in addition, there were 266 differentially expressed genes unique to WT mice and 179 unique to KO mice. These unique gene subsets formed two clusters that either increased or decreased in expression during the T2 to MZ transition (Figure 4D). 

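Among the genes called, the changes from T2 to MZ were close in both genotypes. Of the genes called in WT and in KO, 992 were shared, 608 rising and 384 falling in both, and 0 moved in opposite directions. Chance overlap of independent lists of these sizes would give 47.8 rising and 18.2 falling genes. The slope of the KO on the WT log2 fold change across the shared genes was 0.96, and Pearson's r across the 1512 genes called in either genotype was 0.947. These values are across genes, which are not independent replicates. The genes were picked by the fold changes that are compared. The slope and r therefore cannot show how close the changes were over all tested genes. Among shared genes, Cd9, a tetraspanin gene, rose by 4.89 in WT and 4.38 in KO, and Asb2, a subunit of an E3 ubiquitin ligase, from 0.645 ± 0.0255 to 41.0 ± 2.38 RPKM in WT and from 0.834 ± 0.781 to 34.8 ± 7.62 in KO (SD, n = 2). Another 331 genes were called in WT only and 189 in KO only. Of the first, 312 (94.3%) moved in the same direction in KO, and of the second, 174 (92.1%) in WT. When the difference between genotypes was tested itself, 1 gene of 12507 passed: Grm6, with a log2 fold change of 1.47 in WT and 4.51 in KO (difference 3.04, standard error 0.35, adjusted p = 0.0432 from limma). An unadjusted p under 0.05 was found for 208 genes (1.66%), below the share that chance alone would give. With replicate number as a block, 0 genes passed (Grm6 difference 3.04). At a pseudocount of 1, 3 genes passed, and 4 with no filter on low values. With at least 10 recovered reads, a filter chosen after seeing the data, 2 passed. Grm6 was among them in each of these 3 settings. The number with such a difference was 10 without WT T2 replicate 1, 7 without WT T2 replicate 2 and 0 without WT MZ replicate 1, WT MZ replicate 2, KO T2 replicate 1, KO T2 replicate 2, KO MZ replicate 1 or KO MZ replicate 2, where the difference of Grm6 was 2.82, 3.27, 2.81, 3.28, 3.04 and 3.05. The Grm6 difference also lost its call at a pseudocount of 0.1 (2.67) and with only the libraries of the groups compared (3.04), and, in settings chosen after seeing the data, with limma-voom (2.42), without the KO replicate 1 libraries (2.7997) and without the T1 libraries (3.04). Genes called in WT only numbered 193 without WT MZ replicate 1 and 502 without KO MZ replicate 1, and those called in KO only 301 without WT T2 replicate 1, 293 without WT MZ replicate 1, 86 without KO MZ replicate 1 and 368 without KO MZ replicate 2.

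**Figure D1:**
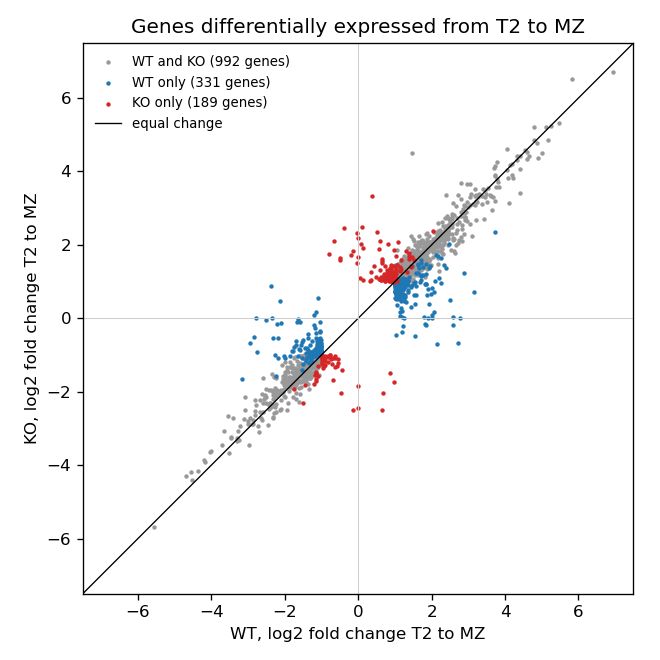
Log2 fold change from T2 to MZ in WT (horizontal axis) and in KO (vertical axis) of the 1512 genes called in either genotype, each point 1 gene, on the log2(RPKM + 0.5) scale. The 992 genes called in both lie near the line of equal change (slope 0.96), and the 331 and 189 genes called in WT or KO only lie mostly on the same side of 0 in both genotypes.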

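Among the genes called in WT only, Ccnd2, which encodes cyclin D2, fell by 1.17 on the log2 scale in WT and had a log2 fold change of -0.83 in KO (difference 0.33, standard error 0.31). Il10, the gene of an anti-inflammatory cytokine, rose by 3.72 in WT and had 2.35 in KO (difference -1.37, standard error 1.63), and the transcription factor gene Irf2 fell by 1.00 in WT and had -0.90 in KO (difference 0.11, standard error 0.13). Among the genes called in KO only, the chemokine receptor gene Ccr7 fell by 1.93 in KO and had -1.74 in WT (difference -0.19, standard error 0.89), Lfng, a modifier of Notch receptors, fell by 1.22 and had -0.99 (difference -0.23, standard error 0.39), and Slc2a6 fell by 1.48 and had -1.15 (difference -0.33, standard error 0.58). Of the WT-only genes, 198 rose and 133 fell in WT, with a median size of the log2 fold change of 1.18 in WT and 0.88 in KO. Of the KO-only genes, 133 rose and 56 fell in KO, with 1.21 in KO and 0.89 in WT. In the other genotype, 233 of the WT-only and 138 of the KO-only genes had an unadjusted p under 0.05. The interaction had an unadjusted p under 0.05 for 41 WT-only genes (12.4%) and 27 KO-only genes (14.3%), and 0 of either passed after adjustment over all genes by limma. The smallest interaction p among WT-only genes belonged to Gm25064 and Gm17651, to the 5S ribosomal RNA entry n-R5s73 (at most 6 reads in any library, difference -2.53) and to Gm26448 (1.19 in WT and -0.37 in KO). Leaving out 1 library ended some of these calls: Ccnd2 lost its call without WT T2 replicate 1 (-0.99), Gm26448 without WT T2 replicate 2 (0.83), Il10 without WT T2 replicate 1 (4.08), WT T2 replicate 2 (3.36), WT MZ replicate 1 (3.45) or WT MZ replicate 2 (3.98), Irf2 without WT T2 replicate 2 (-0.99) or WT MZ replicate 1 (-0.98), Ccr7 without KO T2 replicate 1 (-2.41), KO T2 replicate 2 (-1.45), KO MZ replicate 1 (-1.44) or KO MZ replicate 2 (-2.43), Lfng without KO T2 replicate 2 (-0.83) or KO MZ replicate 1 (-1.04), and Slc2a6 without KO T2 replicate 2 (-1.14), KO MZ replicate 1 (-1.30) or KO MZ replicate 2 (-1.66). The call ended at a pseudocount of 0.1 for Il10 (4.79); at a pseudocount of 1, for Irf2 (-1.00); with no filter on low values, for Il10 (3.72) and Ccr7 (-1.93); under median-ratio scaling, for Irf2 (-0.99) and Ccr7 (-1.93); under quantile normalization, for Irf2 (-0.90); with only the libraries of the groups compared, for Ccr7 (-1.93) and Lfng (-1.22). Settings chosen after seeing the data ended it with limma-voom, for Il10 (5.24) and Gm17651 (0.85); without the KO replicate 1 libraries, for Ccr7 (-1.92) and Slc2a6 (-1.64).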

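Of the 189 genes called from T2 to MZ in KO and not in WT, 70.4% rose in KO. For the genes called in WT only, the share that rose was 59.8% (Fisher's exact test of the shares, p = 0.0178). The order turned under quantile normalization, where 54.7% of the KO-only and 56.8% of the WT-only genes rose, and without the KO replicate 1 libraries, a setting chosen after seeing the data (58.1% and 61.3%). The smallest interaction p among KO-only genes belonged to Gm12660, antisense to Grm6 (log2 fold change 0.37 in WT and 3.34 in KO, with at most 65 reads in a library), Gm24603 (at most 2 reads), Gm10011 (-0.49 and 1.64, at most 12 reads) and Gm20490 (0.69 and -2.04, at most 7 reads). Of the KO-only genes, 110 have an annotated 3′ UTR, and 27 of them (24.5%) hold a miR-146a seed site, against 21.8% of the other genes with a 3′ UTR (odds ratio 1.17, Fisher's exact test, p = 0.487). Among those that rose, 19 of 77 (24.7%) hold a site (Fisher's exact test, p = 0.579), and 7 of the 110 (6.36%) hold the 8mer (p = 0.506). For the genes called in WT only, 46 of 207 (22.2%) hold a site (Fisher's exact test, p = 0.865). The number of KO-only genes was 86 without KO MZ replicate 1, 293 without WT MZ replicate 1, 301 without WT T2 replicate 1 and 368 without KO MZ replicate 2. Without KO T2 replicate 1 or KO MZ replicate 1 the call ended for Gm10011 (1.49 and 1.39) and Gm20490 (-1.63 and -1.71). In a setting chosen after seeing the data, the call ended without the KO replicate 1 libraries, for Gm10011 (1.24) and Gm20490 (-1.299).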

Interestingly, the subset unique to the KO mice showed the majority of genes increasing, although these genes as a class were not enriched for predicted miR-146a targets (data not shown).

**Figure 4:**
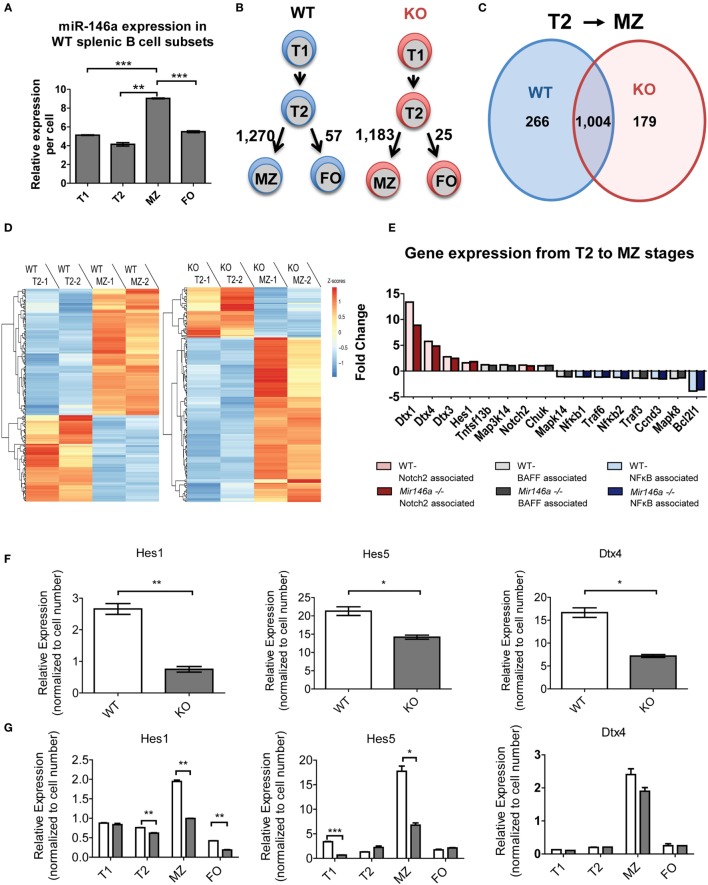
**RNA sequencing (RNA-Seq) reveals differentially expressed miR-146a-dependent genes at the T2 to MZ transition**. **(A)** Representative RT-qPCR showing relative expression levels of miR-146a in WT T1, T2, MZ, and FO splenic B-cell subsets per cell. (T1-MZ ***p = 0.0002; T2-MZ **p = 0.0015; MZ-FO ***p = 0.0009; repeated in duplicate). Values are mean ± SEM. **(B)** Schematic diagram depicting the number of differentially expressed genes between the T2 to MZ and T2 to FO transitions in both WT and KO mice. **(C)** Venn diagram comparing and contrasting the number of genes unique to and shared between the T2 to MZ transition in WT and KO mice. **(D)** Heat maps from the RNA-Seq data showing differentially expressed genes unique to the T2 to MZ transition in WT vs. genes unique to the T2 to MZ transition in KO (−1 and −2 denote replicates). **(E)** A waterfall plot of the RNA-Seq data displaying notable genes in three signaling pathways influencing MZ B-cell development. **(F)** Representative RT-qPCR analysis of Notch2-associated genes in bulk splenic B-cells 72 h after LPS stimulation repeated in duplicate (*Hes1* **p = 0.0099; *Hes5* *p = 0.032; *Dtx4* *p = 0.013). **(G)** Quantified relative expression of Notch2-associated genes in splenic B-cell subsets using RT-qPCR (Hes1 T2 **p = 0.0082, MZ **p = 0.0014, FO **p = 0.0019; Hes5 T1 ***p = 0.001, MZ *p = 0.011; repeated in duplicate).

### *Notch2* Activity Is Diminished in miR-146a-deficient MZ B-Cells

To further examine what genes may be changing, we analyzed transcriptional targets of pathways known to play a role in MZ B-cell differentiation, namely, *Notch2, BAFF*, and *NF*κ*B* (Figure 4E). Several known transcriptional targets of the *Notch2* pathway showed lesser fold change of reads per kilobase of transcript per million mapped reads (RPKMs) between T2 and MZ cells in KO compared to WT mice (Figure 3E, red). On the other hand, *BAFF*-associated genes (gray) and *NF*κ*B-*associated genes (blue) did not show a consistent change toward reduced or increased fold change at the T2–MZ transition between WT and KO. 

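Dtx1, which encodes an E3 ubiquitin ligase induced by Notch signaling, rose from 18.1 ± 4.97 to 243 ± 23.1 RPKM in WT and from 23.3 ± 10.0 to 207 ± 20.6 in KO (SD, n = 2), a ratio of 13.4 in WT and 8.89 in KO. Its relative Dtx4 had ratios of 5.75 and 4.86, and Dtx3 had 2.78 and 2.47. The receptor gene Notch2 had ratios of 1.17 and 1.01, and Hes1, a transcriptional repressor induced by Notch, 1.61 and 1.83. So 4 of the 5 Notch2-associated genes of Fig. 4E had a smaller ratio in KO and Hes1 a larger one. Dtx1 (ENSMUSG00000029603) lies on chromosome 5 from 120680202 to 120711927 and Notch2 (ENSMUSG00000027878) on chromosome 3 from 98013527 to 98150361 on GRCm38. The log2 fold changes of Dtx1 were 3.73 in WT and 3.19 in KO. Their difference was -0.54 (standard error 0.42, 95% interval -1.47 to 0.39, adjusted p = 0.881 over the genes of Fig. 4E by limma), within the spread between replicates. For Dtx4, Dtx3, Notch2 and Hes1 the differences were -0.19, -0.17, -0.20 and 0.15 (standard errors 0.36, 0.22, 0.21 and 0.32). Adjusted over the genes of Fig. 4E alone or over all genes, 0 passed. The paper shows these genes as notable genes of known pathways and does not say how they were picked. Whether their count is independent evidence is therefore not known. Dtx1, Dtx3 and Dtx4 were called as rising in each genotype. A wider list of 11 tested Notch target genes gave 7 that rose and 1 that fell in each genotype (8 and 7 rose when adjusted over the list alone), with medians of 2.03 in WT and 1.84 in KO (camera, adjusted p = 1.39e-05 and 2.56e-05, and adjusted p = 0.0598 and 0.0606 with an estimated correlation). Of the 7 that rose, 2 are the 2 entries of Cr2, a sort marker. With sort markers left out of the lists, chosen after seeing the data, 5 of 9 rose in each genotype (medians 1.69 and 1.27, adjusted p = 0.00134 and 0.00137 by camera, and adjusted p = 0.0760 and 0.0739 with an estimated correlation). The member that fell is Il2ra, the interleukin-2 receptor alpha chain gene (-1.43 in WT and -1.52 in KO). For this list the difference between genotypes was below 0 for 9 of 11 genes, with a median of -0.17 (adjusted p = 0.318 by camera). Il2ra lost its call without WT T2 replicate 1 (-1.04), WT MZ replicate 1 (-1.39) or KO T2 replicate 1 (-1.29). The Hes1 difference fell below 0 without WT T2 replicate 1 (-0.12, the lowest), WT MZ replicate 2 or KO MZ replicate 2, and Hes1 was called in KO without KO MZ replicate 1 (1.01). In a setting chosen after seeing the data, the call ended without the KO replicate 1 libraries, for Dtx4 in KO (1.68) and Il2ra in KO (-1.41).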

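Of the 5 NFκB-associated genes of Fig. 4E, Bcl2l1, a survival gene, fell from 1.48 ± 0.00800 to 0.383 ± 0.0202 RPKM in WT (SD, n = 2; log2 fold change -1.17) and from 1.41 ± 0.116 to 0.389 ± 0.116 in KO (-1.11). The other 4 were not called. Ccnd3, which encodes cyclin D3, had -0.47 in WT and -0.57 in KO, Nfkb2 -0.27 and -0.52, Nfkb1 -0.14 and -0.17, and Traf6 -0.23 and -0.20. Of the 5 tested BAFF-associated genes, 0 were called. The kinase genes Map3k14 (NIK) and Chuk (IKKα) had 0.28 and 0.05 in WT and 0.07 and 0.13 in KO, Traf3 -0.42 and -0.50, Mapk8 -0.43 and -0.34, and Mapk14 -0.10 and -0.15. Tnfsf13b, the gene of BAFF itself, was too low to be tested (0.118 RPKM in WT T2 and 0.145 in WT MZ). The difference between the genotypes was below 0 for 3 of 5 NFκB-associated genes (median -0.03) and for 3 of 5 tested BAFF-associated genes (median -0.05). Adjusted over the genes of Fig. 4E alone, 0 passed (smallest adjusted p = 0.881 by limma). How both groups were picked is not stated, so whether their counts are independent evidence is not known. As a group, the NFκB-associated genes gave adjusted p = 0.0517 in WT and 0.0169 in KO by camera (adjusted p = 0.637 and 0.427 with an estimated correlation), and the KO call ended under quantile normalization and without KO T2 replicate 2 or KO MZ replicate 1. A wider list of 18 genes of the BAFF receptor pathway had 3 that fell in WT and 2 in KO, over all genes and adjusted over the list alone, and 0 that rose (camera, adjusted p = 0.0386 and 0.0169, and adjusted p = 0.194 and 0.145 with an estimated correlation). Tnfrsf13c, the BAFF receptor gene, fell (-1.21 and -1.08). The pathway's call ended under quantile normalization, and in WT without WT T2 replicate 2. In KO, Bcl2l1 lost its call without KO MZ replicate 1 (-0.97) and Tnfrsf13c without KO T2 replicate 1 (-0.92). At a pseudocount of 1, the call ended for Bcl2l1 in WT (-0.84) and Bcl2l1 in KO (-0.79); with only the libraries of the groups compared, for Bcl2l1 in KO (-1.11). Settings chosen after seeing the data ended it without the KO replicate 1 libraries, for Bcl2l1 in KO (-1.03) and Tnfrsf13c in KO (-0.96).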

Because the RNA-Seq data demonstrated decreased expression of *Notch2* targets in KO MZ B-cells, we further validated these findings by examining *Notch2* transcriptional targets by RT-qPCR. 

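In MZ B-cells, all 5 Notch2-associated genes of Fig. 4E had lower mean RPKM in KO than in WT, and 0 were called (limma). In this comparison 206 genes (1.65%) had an unadjusted p under 0.05, below the share that chance alone would give. Hes1 was at 41.3 ± 6.81 RPKM in KO and 45.9 ± 7.04 in WT (SD, n = 2), and Notch2 at 66.5 ± 6.34 and 72.9 ± 3.98. Dtx3 was at 32.4 ± 1.99 and 34.8 ± 0.183, and Dtx4 at 4.95 ± 0.462 and 5.28 ± 0.817. The log2 differences, KO minus WT, were -0.23 for Dtx1, -0.15 for Hes1, -0.13 for Notch2, -0.10 for Dtx3 and -0.08 for Dtx4 (standard errors 0.15 to 0.30). Adjusted over the genes of Fig. 4E alone, the smallest p was 0.792 (limma). As a group the 5 genes gave adjusted p = 0.106 by camera, and adjusted p = 0.625 with an estimated correlation. How the study picked them is not stated, so whether the direction they share is independent evidence is not known. In T2, FO and T1 the same genes were higher in KO for 4, 3 and 2 of 5. Of 11 Notch target genes, 8 were lower in KO MZ (median -0.10, adjusted p = 0.351 by camera), and 0 were called, over all genes or adjusted over the list alone. Of 25 Notch pathway components, 17 were lower (median -0.05, adjusted p = 0.0776), and 0 were called, over all genes or adjusted over the list alone. The paper draws on the smaller rise of these genes and on RT-qPCR of LPS-stimulated and of primary B-cells. It proposes that the gene expression of KO B-cells is altered between T2 and MZ, above all downstream of Notch2. The paper also reports a mild, significant reduction of Notch2 RNA in KO MZ B-cells by RT-qPCR. It further reports less intracellular Notch2 protein in KO MZ cells and MZ precursors.

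**Figure D2:**
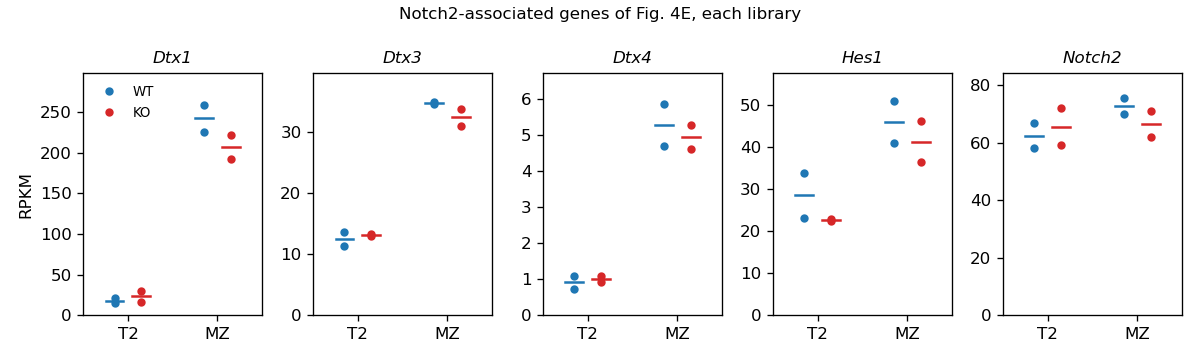
RPKM of the 5 Notch2-associated genes of Fig. 4E in T2 and MZ B-cells, with each library as a point (blue, WT; red, KO; 2 libraries per group) and the mean as a bar. In MZ the KO mean lies below the WT mean for each gene.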

First, we used bacterial lipopolysaccharide (LPS) to strongly induce miR-146a expression (9, 16) and screened for *Notch2* transcription targets using RT-qPCR at 72 h poststimulation. RT-qPCR revealed that KO B-cells showed significantly decreased expression of *Notch2* transcriptional targets *Hes1, Hes5*, and *Dtx4* (Figure 4F) (19, 20). We then examined expression of these candidate genes in primary splenic B-cell subsets, revealing reductions of *Hes1* and *Hes5* and a trend toward reduced *Dtx4*, specifically in MZ B-cells lacking miR-146a (Figure 4G). Together, these data suggest that KO mice have an altered gene expression profile during the T2–MZ transition, particularly downstream of *Notch2*, corresponding with the increased expression of miR-146a in the WT MZ population.

Interestingly, *Notch2* itself showed a mild but significant reduction at the mRNA level in KO MZ B-cells (Figure 5A). To characterize the effect of miR-146a deficiency on Notch2 protein, we utilized flow cytometry analysis. Notch2 is initially expressed as a surface receptor, and is internalized, cleaved, and endocytosed upon activation. Cell-surface expression of the transmembrane Notch2 receptor was not altered in the absence of miR-146a (Figure S5 in Supplementary Material). Subsequently, we examined intracellular expression of Notch2 in WT mice, noting that the highest expression of intracellular Notch2 was found in MZ and MZ precursor cells (Figure 5B). In line with a downstream effect on Notch2-mediated transcription, intracellular staining for Notch2 showed a significant decrease in KO MZ and MZP B-cells (Figures 5C,D). We then confirmed these findings *via* Western Blot. To obtain enough protein for analysis, we used LPS to stimulate the WT and KO bulk B-cells and found Notch2 protein was decreased in KO compared to WT cells at 72 h poststimulation (Figure 5G).

**Figure 5:**
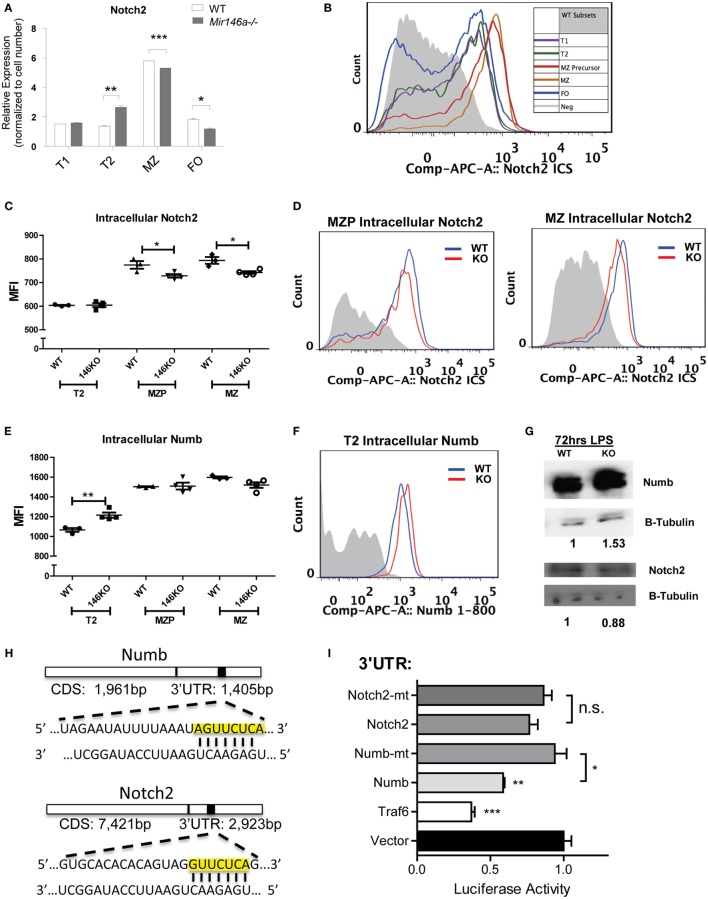
**Mir146a^−/−^ B-cells show decreased Notch2 and increased Numb, a direct target of miR-146a**. **(A)** Representative RT-qPCR quantification of Notch2 expression in splenic B-cell subsets in wild-type (WT) vs. KO (T2 **p = 0.0057, marginal zone (MZ) ***p = 0.0002, FO *p = 0.016; repeated in duplicate). **(B)** Representative FACS overlay of intracellular Notch2 expression in WT B-cell subsets. **(C)** Quantitation of median fluorescence intensity (MFI) of intracellular staining of Notch2 in T2, MZ precursors (MZP), and MZ B-cells (MZP *p = 0.035; MZ *p = 0.014; *n* = 3–4 mice/group, repeated in duplicate). **(D)** Representative overlapping histograms of Notch2 MZ subsets in WT vs. KO mice. **(E)** Quantitation of MFI of intracellular staining of Numb in T2, MZP, and MZ B-cells (T2 **p = 0.0083; *n* = 4–5 mice/group). **(F)** Representative overlapping histogram of T2 Numb in WT vs. KO. **(G)** Western blot shows increased Numb protein and decreased Notch2 protein in LPS-stimulated splenic B-cells from WT and KO mice. β-Tubulin was used as a loading control and fold change was calculated using ImageJ (repeated in duplicate). **(H)** *Numb* 3′-untranslated region (UTR) and *Notch2* 3′-UTR containing the putative seed sequences of miR-146a (yellow box) are shown. **(I)** Luciferase assays quantitating repression with MGP/miR-146a relative to MGP alone for each of the UTRs depicted. Each measurement is representative of firefly luciferase normalized to renilla luciferase and was performed in triplicate, with the experiment repeated at least three times (*Traf6* vs. Vector, ***p = 0.0004; *Numb* vs. Vector, **p = 0.0016; *Numb* vs. mutated *Numb*, *p = 0.012; *Notch2* vs. mutated *Notch2*). All values are mean ± SEM.

A similar analysis for NFκB transcriptional targets (Figures S6A,B in Supplementary Material) and for two known miR-146a targets, *Traf6* and *Irak1* (Figures S6C–F in Supplementary Material) (8, 9) failed to show statistically significant differences. In addition, a gene set enrichment analysis (GSEA) of the T2 to MZ differentially expressed genes in KO did not show enrichment in NFκB target genes (data not shown). Together, these data demonstrate that the decrease in MZ B-cells is most likely due to the reduction in *Notch2* activity and that miR-146a regulates the levels of Notch2.

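Of 34 tested NFκB target genes, 1 rose and 4 fell from T2 to MZ in KO, over all genes and adjusted over the list alone, and 29 did not pass. Traf1, a signaling adaptor of the TNF receptor family, rose from 5.68 ± 2.88 to 30.5 ± 3.97 RPKM (SD, n = 2; log2 fold change 2.40, adjusted p = 0.00320 from limma). Ccr7, Slc2a6, Bcl2l1 and Cd83 fell, Cd83, an activation marker, by 1.32. The median of the 34 log2 fold changes was -0.24, with 15 above 0 and 19 below 0. At adjusted p alone (limma), 2 rose and 10 fell. Against all other genes, the list gave adjusted p = 0.221 by camera, and adjusted p = 0.970 with an estimated correlation. Between the genotypes, the T2 to MZ change of these genes differed by a median of -0.13, below 0 for 25 of 34 (adjusted p = 0.259), and 0 single genes passed, adjusted over the list alone or over all genes. Bcl2l1, at -0.97, lost its call without KO MZ replicate 1. Ccr7 lost its call without any 1 of the 4 KO T2 and MZ libraries (-2.43 to -1.44), and Slc2a6 without KO T2 replicate 2 (-1.14), KO MZ replicate 1 (-1.30) or KO MZ replicate 2 (-1.66). The call ended at a pseudocount of 1 for Bcl2l1 (-0.79); with no filter on low values, for Ccr7 (-1.93); under median-ratio scaling, for Ccr7 (-1.93); with only the libraries of the groups compared, for Ccr7 (-1.93) and Bcl2l1 (-1.11). It also ended in settings chosen after seeing the data, without the KO replicate 1 libraries, for Traf1 (2.04), Ccr7 (-1.92), Slc2a6 (-1.64), Bcl2l1 (-1.03) and Cd83 (-1.12).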

### Numb, a Regulator of the Notch2 Pathway, Is a Direct Target of miR-146a

Previous studies have indicated that the adaptor protein Numb, a negative regulator of Notch, contains a predicted miR-146a-binding site within its 3′-UTR, but direct targeting has been observed by some groups, but not others (21, 22). One of the canonical functions of Numb is to inhibit Notch signaling by recruiting ubiquitin ligases to degrade cell surface-associated and intracellular Notch proteins (23). Numb may also directly bind to the notch intracellular domain (NICD) in the cytoplasm, thus preventing translocation into the nucleus and subsequent downstream transcription of *Hes1, Hes5*, and *Hey1* (19, 24). Here, we hypothesized that if Numb is derepressed in KO MZ B-cells, it may lead to degradation of Notch2 and subsequent inhibition of the gene expression program that is required for MZ B-cell development. Using intracellular FACS staining, we found that Numb was more highly expressed in KO transitional T2 cells (Figures 5E,F). Hence, this increase in Numb expression in the T2 subset developmentally precedes the decrease in *Notch2* expression in MZP and MZ B-cells, but the reciprocal relationship was not observed in the same cell types (Figures 5C,D). We then confirmed that Numb protein was increased by Western Blot in KO LPS-stimulated B-cells, consistent with a lack of repression by miR-146a (Figure 5G).

As mentioned above, the *Numb* 3′-UTR contains predicted miR-146a binding sites (Figure 5H). To assess direct repression of *Numb* by miR-146a, we cloned a ~1,300-bp fragment of the *Numb* 3′-UTR into the pmiRGlo luciferase reporter. Repression of the luciferase reporter was observed with co-transfection of miR-146a, and this repression was abolished upon mutation of the miR-146a seed sequence (see Materials and Methods). Of note, although *Notch2* also contained a predicted miR-146a-binding site within its 3′-UTR, luciferase activity was not repressed (Figures 5H,I). Together, our findings indicate that *Numb* is a direct target of miR-146a. Downstream, there is inhibition of Notch2 and the gene expression program required for MZ B-cell development. The relationship between miR-146a-mediated inhibition of Numb and Notch2 regulation by Numb requires further study.

### miR-146a Regulation of MZ B-Cell Development Is T-Cell Independent

Given that T cells show profound abnormalities in the *Mir146a*^−/−^ mice, another possibility is that there is a T-dependent pathway that leads to increased numbers of FO cells and decreased numbers of MZ B-cells. To test this, we bred mice deficient in αβ T cell receptor (*TCR*β^−/−^) onto *Mir146a*^−/−^ mice to make double knockouts *Mir146a*^−/−^, *TCR*β^−/−^ (DKO), and examined splenic subsets. As expected, *TCR*β^−/−^ and DKO showed higher number of B220+ cells (Figure 6A), given the deficiency of T cells skewing the immune populations. Hence, to compare between genotypes, we examined the percentage of B220+ cells for all given splenic subsets (i.e., T2, MZ shown). The T2 subset was similar in KO and DKO mice (Figure 6B), and we noted no differences in MZ subsets between *Mir146a*^−/−^ and DKO, indicating that this defect was not T cell dependent (Figures 6C,D). Furthermore, when comparing DKO with *TCR*β^−/−^ mice, DKO displayed statistically significant decreases in MZ cells, suggesting that the phenotype is indeed an effect of miR-146a in B-cells (Figures 6C,D). Taken together, our results indicate MZ deficit seen in miR-146a-deficient mice is likely B-cell intrinsic and is not dependent on the presence of hyperactivated T cells.

**Figure 6:**
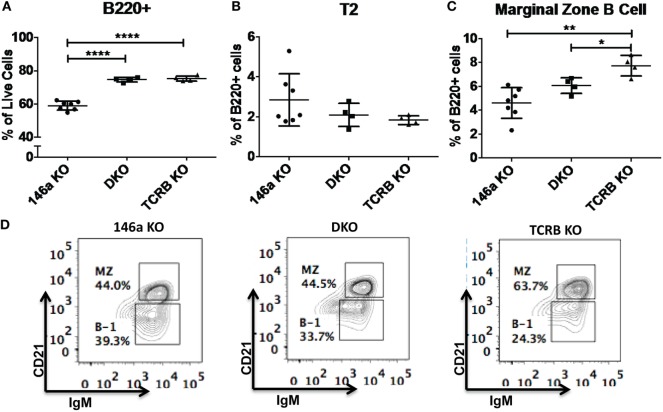
**Deficiency of marginal zone (MZ) B-cells in Mir146a^−/−^ mice is not T cell dependent**. Comparison of percentages of **(A)** total B220+ B-cells (****p < 0.0001), **(B)** T2 subset, and **(C)** MZ B-cells (**p = 0.002, *p = 0.022) in Mir146a^−/−^ (146a KO), Mir146a^−/−^ *TCR*β^−/−^ (DKO), and *TCR*β^−/−^ (TCRβ KO) mice. All non-annotated comparisons are not statistically significant (*n* = 4–7 mice/group, repeated in duplicate). **(D)** Representative FACS plots showing the MZ fraction in spleen in three mice groups.

## Discussion

Here, we found that miR-146a deficiency has an effect on the differentiation of B-cells in the spleen. miR-146a is expressed more highly in MZ B-cells than in any other splenic B-cell subset, suggesting an important role in these cells. Indeed, the MZ B-cell subset in *Mir146a^−/−^* mice is markedly reduced. The T1 and T2 subsets that developmentally preceded MZ B-cells are higher in the spleen. Peripheral blood and lymphoid MZ B-cells are similar, suggesting that MZ splenic retention is intact. Furthermore, differentiation into plasmablasts is similar between KO and WT, and alterations in proliferation and apoptosis do not account for the MZ B-cell defect. Hence, we felt that this MZ B-cell abnormality arises from defective development of this subset within the spleen. Exploring the molecular mechanism of this block, we found a reduction in intracellular *Notch2* and its downstream transcriptional targets, implicating miR-146a-mediated regulation of a pathway required for the development of MZ B-cells. In identifying this pathway, we utilized a novel method of analysis, where we compared developmental transition-related transcriptomic changes between WT and KO mice. This was productive, as it highlighted many more genes that were potentially important than a simple cross-comparison between WT and *Mir146a*^−/−^ cells at a particular developmental change.

Because miR-146a is an important regulator of NFκB signaling, we wanted to understand whether the MZ B-cell phenotype that we observed is a consequence of hyperactivated NFκB. In myeloid and classic CD4+ and CD8+ T cells, miR-146a is induced by NFκB, and in turn targets the upstream adapter proteins Traf6 and Irak1, to cause negative feedback regulation of the NFκB response (8, 11). Thus, an overall increase in proinflammatory NFκB, as a consequence of loss of negative feedback, is responsible for many of the phenotypes seen in *Mir146a*^−/−^ mice. Knocking out the classical NFkB p50 in these mice resulted in a rescue of the myeloproliferative phenotype, but did not completely rescue the autoimmune pathology (12) and only partially corrected hyperactivation of T cells (11). We did not find telltale increases in key NFκB transcriptional targets at the RNA level and did not observe changes in Irak1 or Traf6 protein. However, Notch2 was clearly affected. NFκB and Notch2 appear to cooperate in MZ B-cell development as demonstrated by heterozygous knockout Notch2^+/−^ p50^+/−^ mice which show loss of MZ B-cells without affecting the FO B-cell population (25). Interestingly, non-canonical NFκB pathway *via* Relb was also shown to be important for development of MZ B-cells (26, 27). In our data set, NFκB response genes generally are downregulated at the T2-MZ transition, which would be consistent with miR-146a upregulation at that transition. However, we did not see direct evidence of these response genes or of known miR-146a targets (*Traf6 and Irak1*) being dysregulated in *Mir146a*^−/−^ mice. This would indicate that the main thrust of miR-146a activity is not focused on this pathway in MZ B-cells. miR-146a likely targets different pathways in different immune cells/tissues. Indeed, it was shown that in T regulatory cells (Tregs), miR-146a is highly expressed and likely targets *Stat1* in the interferon gamma pathway (IFNγ) (13). 

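In WT, 2 of 34 NFκB target genes rose from T2 to MZ, 3 fell and 29 did not pass, over all genes and adjusted over the list alone. Traf1 rose from 5.22 ± 2.22 to 35.2 ± 1.16 RPKM (SD, n = 2; log2 fold change 2.70) and Il10 from 0.310 ± 0.280 to 10.0 ± 2.67. Bcl2l1 fell with a ratio of 0.258, and Cd83 and Ccnd2 fell (log2 fold changes -1.103 and -1.17). The log2 fold change was above 0 for 17 and below 0 for 17 of the 34 genes, with a median of 0.03 and a mean of 0.19. At adjusted p alone (limma), 3 rose and 7 fell. The camera test ranks the list below the other genes, against the sign of both, at adjusted p = 0.676 (adjusted p = 0.952 with an estimated correlation). All 5 NFκB-associated genes of Fig. 4E were below 0, with a median of -0.27. Cd83 lost its call without WT T2 replicate 1 (-0.98) or WT MZ replicate 2 (-0.86), Ccnd2 without WT T2 replicate 1 (-0.99), and Il10 without WT T2 replicate 1 (4.08), WT T2 replicate 2 (3.36), WT MZ replicate 1 (3.45) or WT MZ replicate 2 (3.98). At a pseudocount of 0.1, the call ended for Il10 (4.79); at a pseudocount of 1, for Bcl2l1 (-0.84); with no filter on low values, for Il10 (3.72); under quantile normalization, for Cd83 (-1.00). In settings chosen after seeing the data the call ended with limma-voom, for Il10 (5.24).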

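Traf6 was at 11.3 ± 0.186 RPKM in KO MZ B-cells and 10.9 ± 0.795 in WT (SD, n = 2), and Irak1 at 61.8 ± 0.883 and 59.7 ± 1.103, a log2 difference of 0.05 and 0.05. In T2 the differences were 0.02 for Traf6 and 0.10 for Irak1, and 0 of the 4 subsets had a call for either gene (limma, standard errors 0.14 and 0.08 in MZ). Another target the paper names, the immediate early gene Egr1, was at 24.4 ± 29.8 RPKM in KO MZ and 86.4 ± 69.8 in WT (-2.43, with overlapping replicates), and was not called. Of 34 NFκB target genes, 0 were called between KO and WT in T1, T2, MZ or FO, over all genes or adjusted over the list alone. The list's median log2 difference was -0.17 in T1, -0.05 in T2 and -0.06 in FO (camera, adjusted p = 0.0982, 0.702 and 0.335). In MZ it was -0.21, with 24 of 34 genes below 0 (adjusted p = 0.00103 by camera, adjusted p = 0.625 with an estimated correlation). Without KO MZ replicate 1 this test no longer passed. KO MZ replicate 1 is also the library with the lowest mean of the 17 immediate early genes, 2.60 on the log2 scale against 6.29 in KO MZ replicate 2 and 7.30 and 5.70 in the WT MZ replicates.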

Our own recent work demonstrated *Egr1* to be a novel target of miR-146a in Myc-driven B-cell tumors (14). Hence, a multiplicity of targets for miR-146a exists in different cell types and under different contexts.

Our data demonstrate that Numb is a possible novel target of miR-146a in B-cells. Numb is increased in miR-146a-deficient T2 cells, which immediately developmentally precede MZ cells. Although Numb is a known regulatory of Notch, the reciprocal relationship between Numb and Notch2 is not seen in the same cells. Hence, the connection between miR-146a, Numb, and Notch2 cannot be definitively made. Given our findings, we speculate that a combination of the cellular kinetics of differentiation, balance between production and degradation of intracellular Notch2, and asymmetric cell division mediated by Numb (24) may underlie the relationships that we have observed. Indeed, the rates of production and degradation of intracellular Notch2 may be dramatically different once a cell has committed to the MZ B-cell fate. However, teasing out the nature of these relationships will take additional work and effort.

We also found that the MZ phenotype is T cell independent, supporting a B-cell intrinsic mechanism for the MZ defect in *Mir146a*^−/−^ mice. Other investigators have also endorsed the idea that MZ B-cell development is largely T-independent (2). In addition, the conditional knockout of Dicer in B-cells specifically led to an increase in MZ B-cells and decreased FO B-cells, suggesting that miRNAs can drive B-cell intrinsic phenotypes independent of T cells (6).

Our report demonstrates a specific B-cell subset abnormality in *Mir146a*^−/−^ mice, and we have identified a likely novel target in the MZ B-cell lineage. Our future studies will focus on how *Mir146a*^−/−^ B-cells contribute to the autoimmune phenotype, manifested by end-organ inflammation and production of anti-double-stranded DNA antibodies (8) characteristic of murine and human systemic lupus erythematosus (SLE). As the function of MZ B-cells in responses to specific antigen types has been postulated, it will be important to determine how this reduction in MZ B-cells, and the corresponding increase in FO cells, have functional consequences in tilting the balance toward clinical autoimmunity. Interestingly, miR-146a is expressed at low levels in peripheral blood mononuclear cells (PBMC) from patients with SLE (28) and treatment with chemically modified miR-146a agonists improved pulmonary hemorrhage in a pristane-induced lupus mouse model (29). Hence, it will be highly interesting to determine how miR-146a deficiency in B-cells contributes to autoimmune pathogenesis in murine models and ultimately in human disease.

## Ethics Statement

All mouse studies were approved by the UCLA Chancellor’s Animal Research Committee (ARC), the local IACUC body for UCLA.

## Author Contributions

JK designed studies, acquired data, performed analysis, and wrote the manuscript. NU and MP acquired data, performed analysis, and contributed to writing of manuscript. JC, MA, and TF performed data acquisition and analysis. KZ and MP performed data analysis. DR designed studies, performed interpretation and analysis, and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Regulation of Marginal Zone B-Cell Differentiation by MicroRNA-146a
**Source:** Front Immunol. 2017 Jan 16;7:670. doi: 10.3389/fimmu.2016.00670
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **Regulation of marginal zone B-cell differentiation by microRNA-146a**

Jennifer K King<sup>1,2</sup>, Nolan M Ung<sup>3</sup>, May H Paing<sup>3</sup>, Jorge R Contreras<sup>2,3</sup>, Michael O Alberti<sup>3</sup>, Thilini R Fernando<sup>3</sup>, Kelvin Zhang<sup>4,5</sup>, Matteo Pellegrini<sup>6,7,8</sup>, and Dinesh S Rao<sup>3,7,8</sup>

<sup>7</sup>Molecular Cell and Developmental Biology, UCLA

Dinesh S. Rao, M.D., Ph.D.,

Assistant Professor

Department of Pathology and Laboratory Medicine

David Geffen School of Medicine at UCLA

Los Angeles, CA 90095

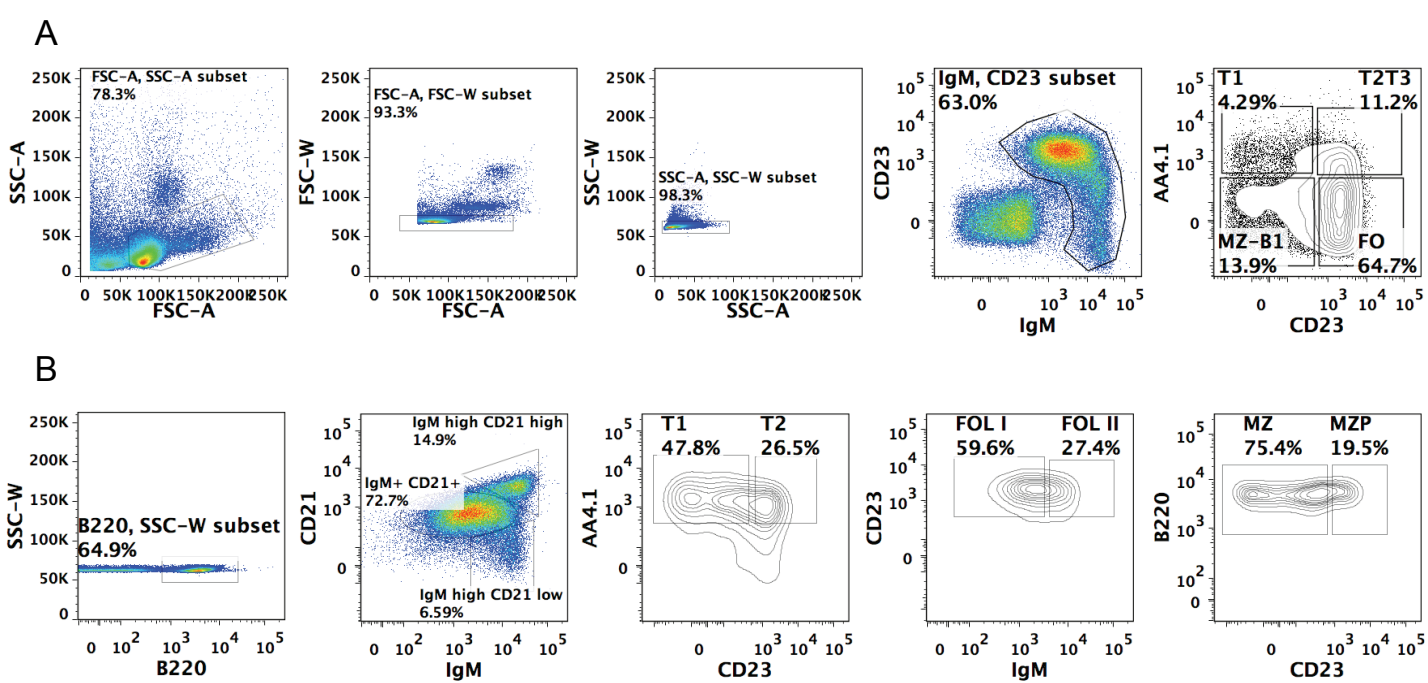

### Spleen Cell Subset Percentages

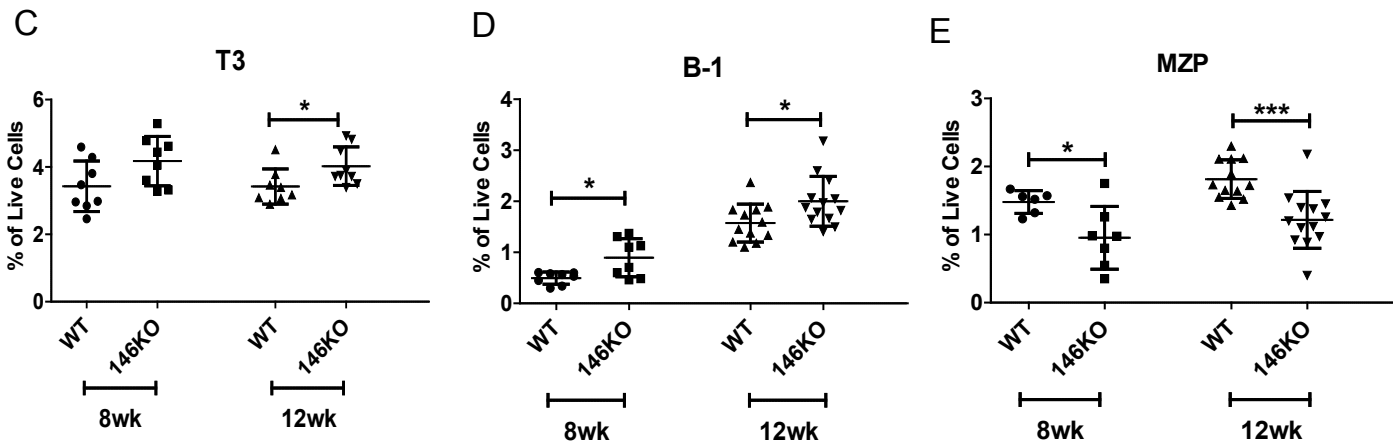

**Supplement 1: *Mir146a*<sup>-/-</sup> mice exhibit increasing level of transitional precursors and B1 cells at a young age, but decreased marginal zone precursor cells.** (A) Initial pre-gating FACS plots for spleen are shown. (B) From the SSC-A, SSC-W subset, an alternative gating strategy is shown to evaluate marginal zone precursor (MZP) cells. (C) Spleen transitional cell subset 3 (T3) show trend in 8 week *Mir146a*<sup>-/-</sup> knockout (KO) mice, and increased percentage of T3 cells at 12 weeks (\*p=0.039; n=8-9 mice/group). (D) Splenic B-1 cells are increased in KO mice at 8 weeks (\*p=0.012) and 12 weeks (\*p=0.022). n= 8-13 mice/group. (E) Splenic MZP cells are decreased in KO mice at 8 weeks (\*p=0.0234) and 12 weeks (\*\*\*p=0.0004; n= 6-13 mice/group). All values are mean + SD.

## Spleen Subset Cell Numbers

A

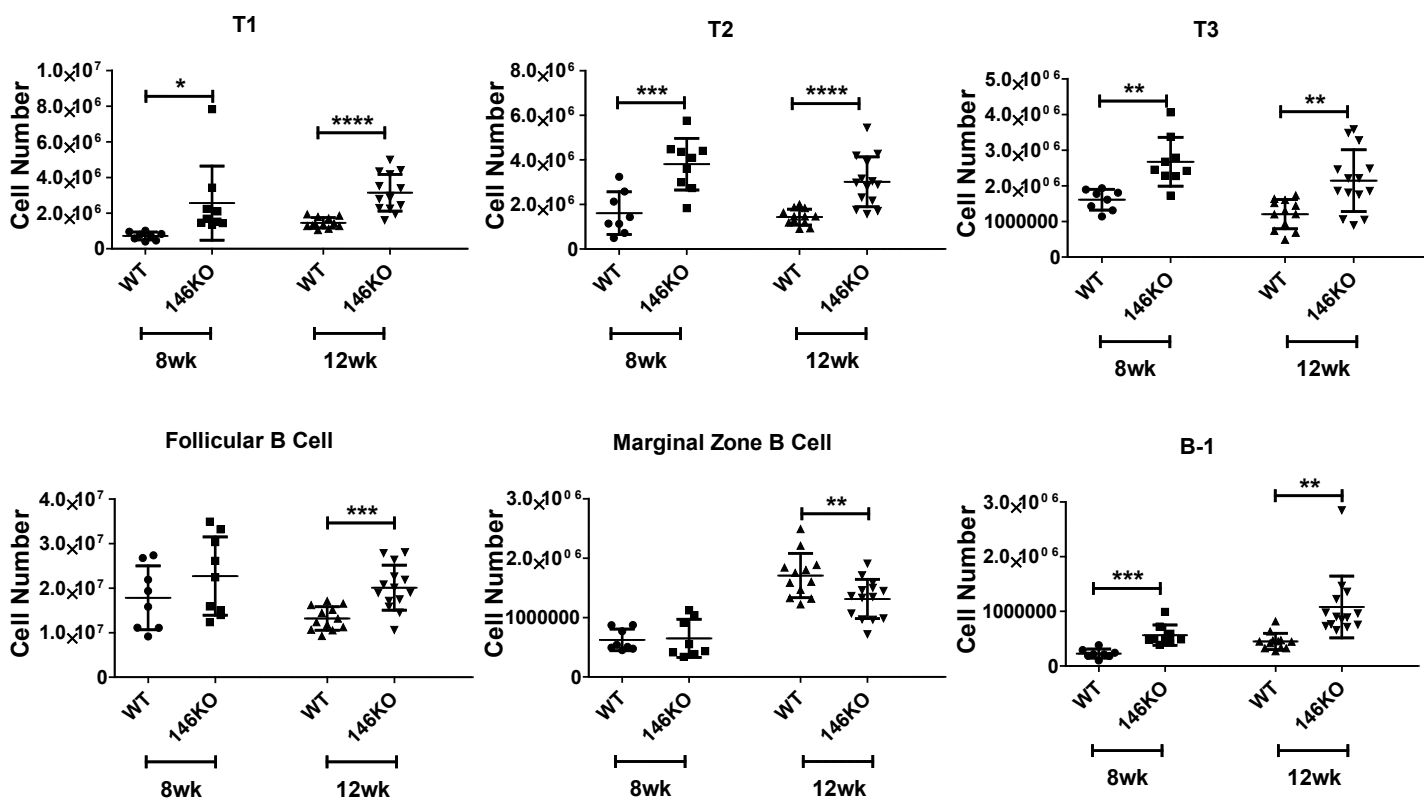

**Supplement 2: *Mir146a*<sup>-/-</sup> mice have increased cell numbers in all splenic subsets, except marginal zone B cells at a young age.** (A) Cell numbers of splenic subsets in 8 week (n=8 mice/group) and 12 week mice (n=12-13 mice/group) respectively are increasing in T1 (\*p=0.0253, \*\*\*\*p<0.0001), T2 (\*\*\*p=0.0007, \*\*\*\*p<0.0001), T3 (\*\*p=0.001, \*\*p=0.002), follicular (\*\*\*p=0.0003), B1 (\*\*\*p=0.0003, \*\*p=0.001) cells. In contrast, marginal zone B cells are similar in 8 week-old mice or decreased in 12 week old mice (\*\*p=0.0087) in spite of overall B cell increase in spleen. All values are mean + SD.

## Spleen Subset Percentages in Aging mice

A

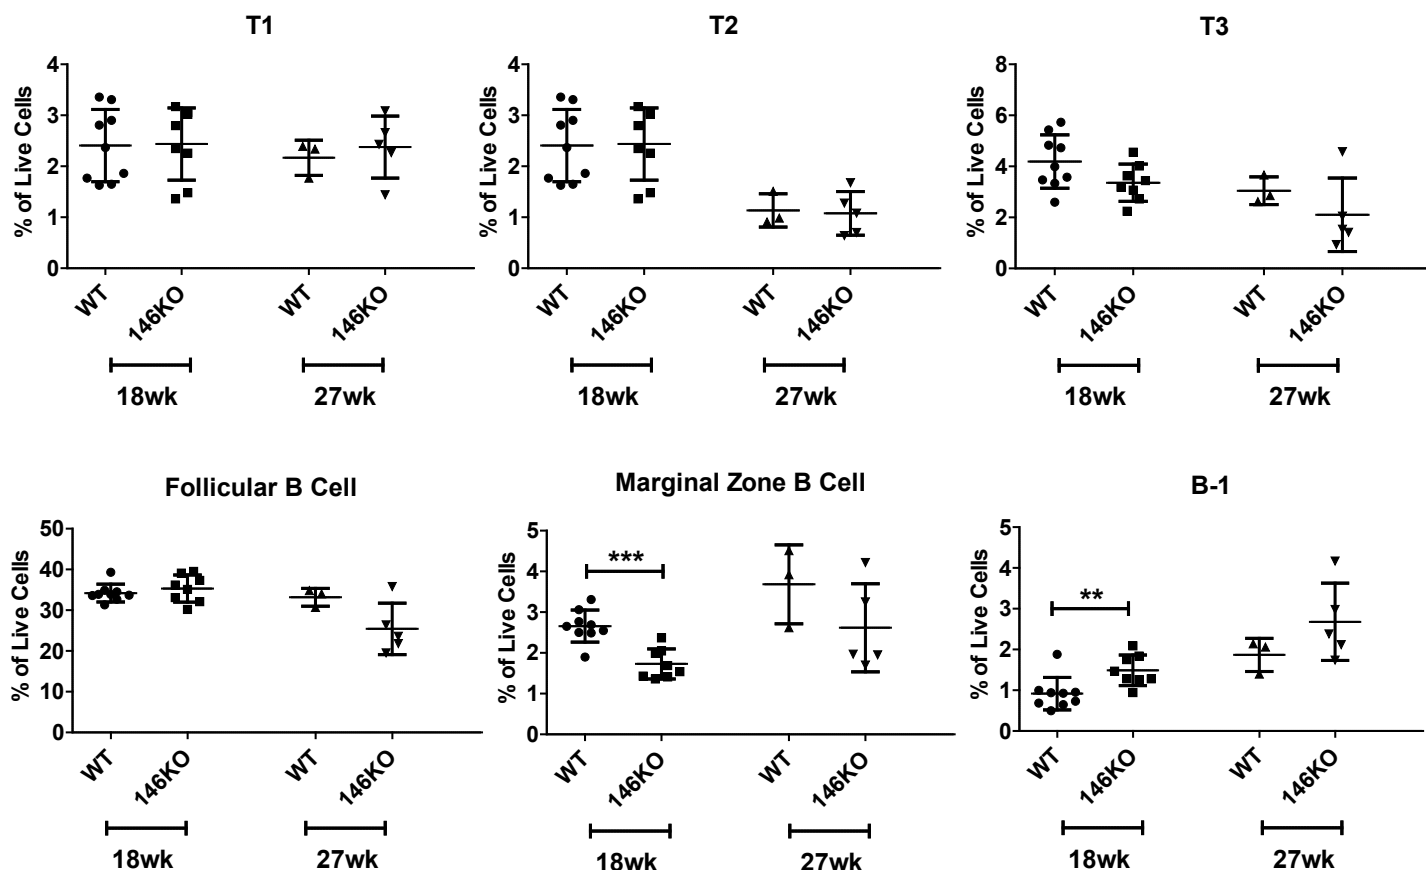

**Supplement 3: Age-related *Mir146a*<sup>-/-</sup> mice inflammatory phenotype leads to decline in splenic B cells compartment.** (A) Spleen subsets are shown in mice 18 weeks (n= 8-9 mice/group) and 27 weeks (n=3-5 mice/group) old showing normalization of percentages in T1, T2, T3 and follicular cells. By 27 weeks, the B-1 compartment is also similar between KO and WT. Marginal zone B cells continue to be decreased in KO mice compared to WT up through 18 weeks (\*\*\*)p=0.0002). However by 27 weeks, all B cell subsets show similar percentages in the spleen. All values are mean + SD.

# A Bone Marrow Hematopoietic Stem Cells and Progenitors Gating

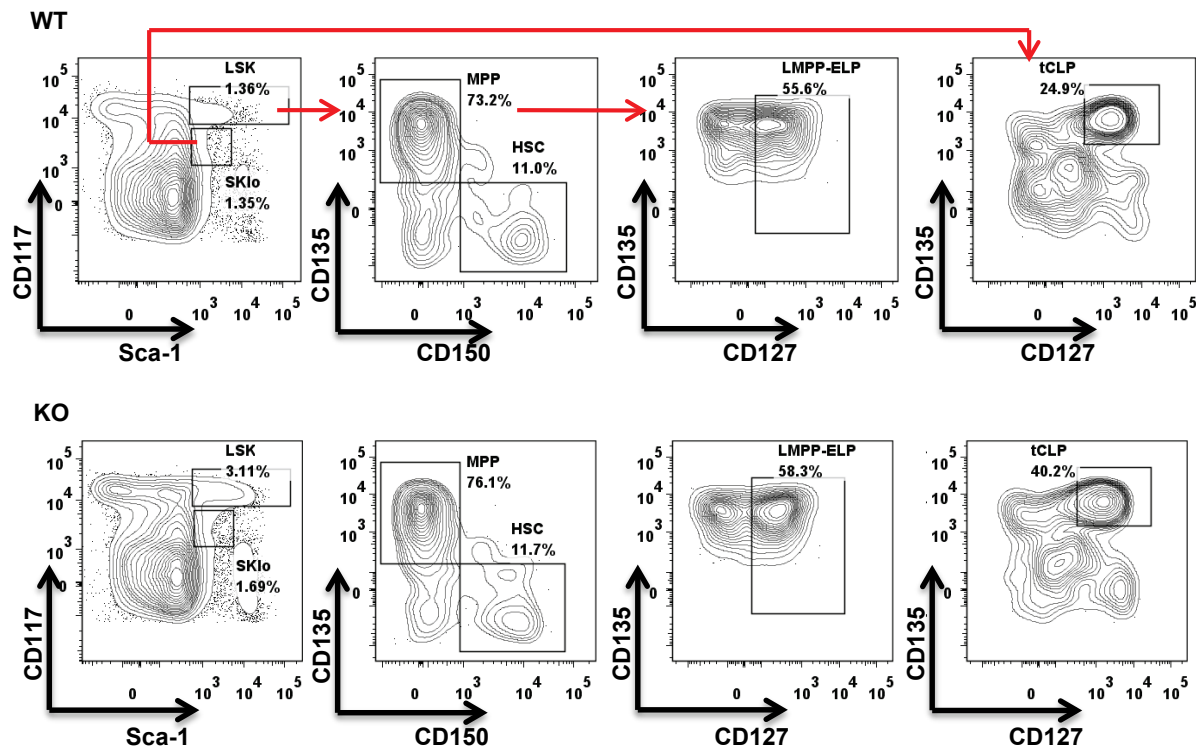

## B

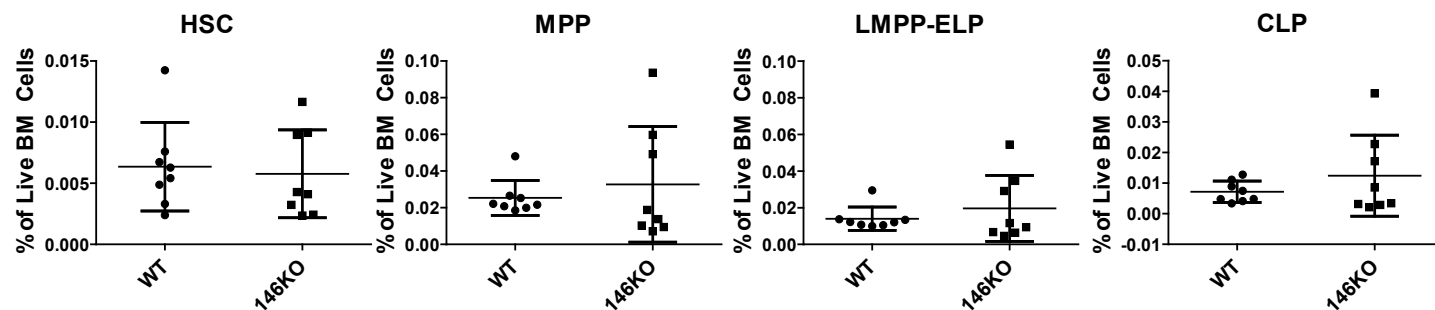

**Supplement 4: *Mir146a*<sup>-/-</sup> mice show no differences in hematopoietic stem cell and stem cell progenitor cells at a young age.** (A) Representative FACS plots of hematopoietic stem cells (HSC), multipotent progenitors (MPP), lymphoid-primed multipotent progenitors (LMPP), early lymphocyte progenitors (ELP), and common lymphoid progenitor (CLP). (B) Percentages of live cells of HSC and progenitor cells shown are not different between WT and KO mice at 8 weeks of age. All values are mean + SD.

A

## MZ Surface Notch2

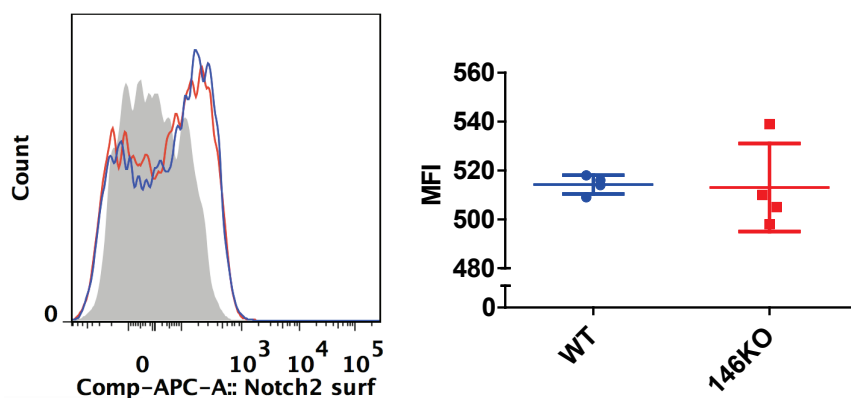

**Supplement 5: *Mir146a*<sup>-/-</sup> and WT mice have similar levels of surface Notch2 expression.** (A) Representative FACS overlay of KO vs. WT surface Notch2 expression (left panel). Quantification of MFI surface Notch2 (right panel) show no difference (n=4mice/group).

## A Transcriptional targets of NF- $\kappa$ B

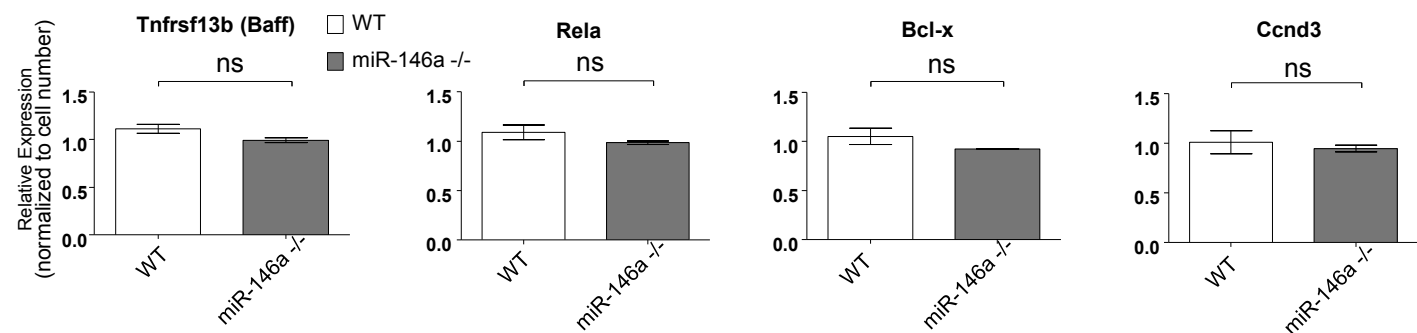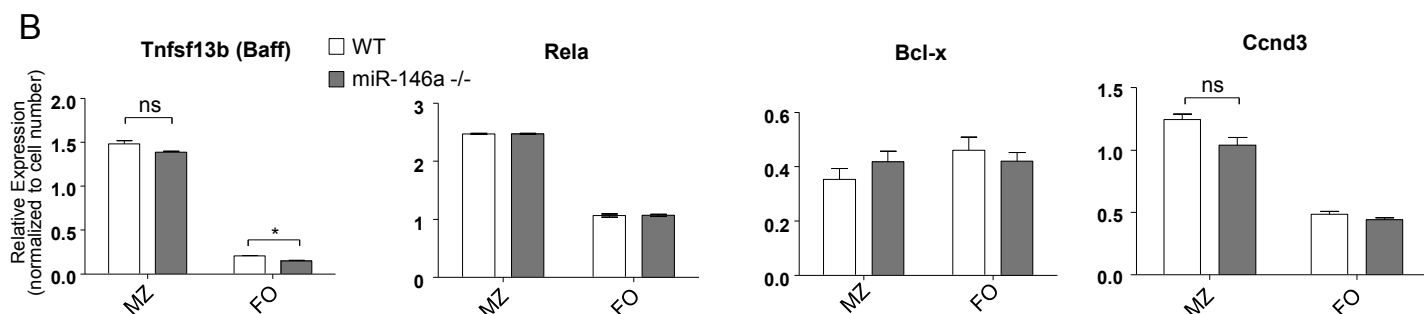

## C miR-146a targets upstream of NF- $\kappa$ B

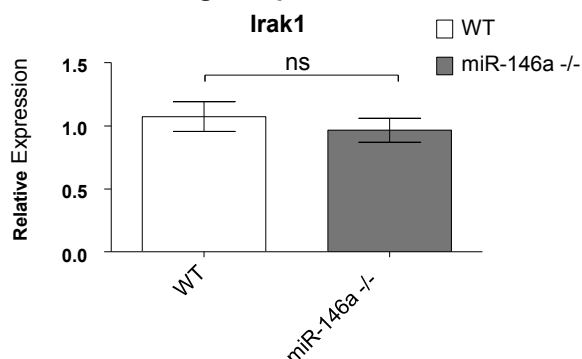

## D

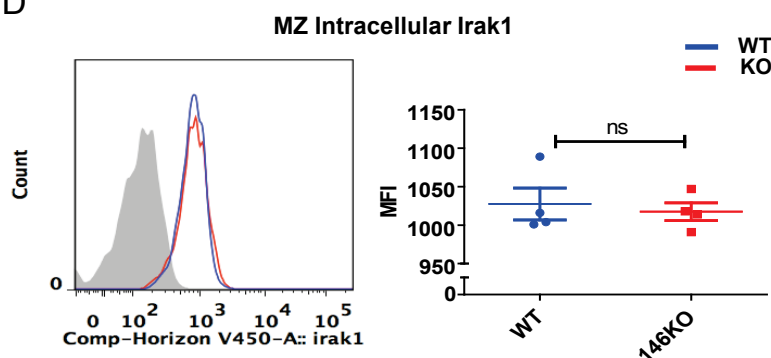

## E

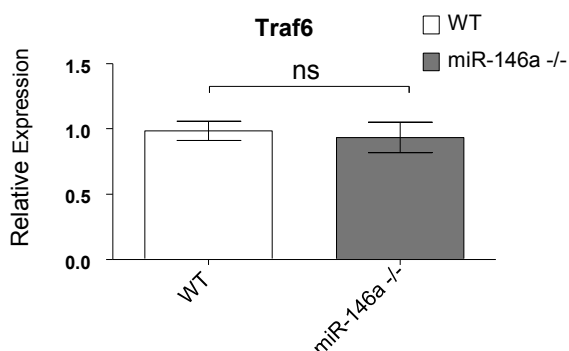

## F

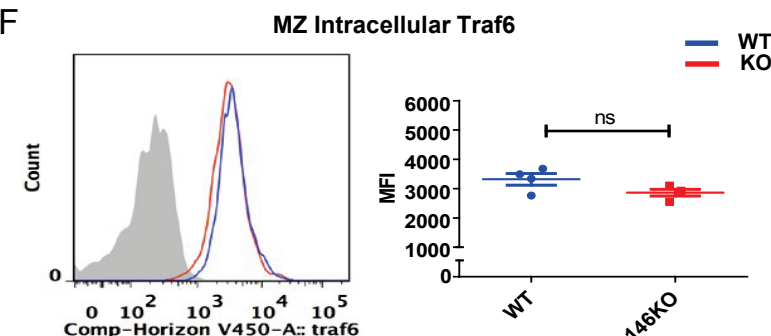

**Supplement 6: Marginal zone B cell defect is not due to a lack of NF- $\kappa$ B.** (A) Representative RT-qPCR analysis of NF- $\kappa$ B associated genes in bulk splenic B cells 72hrs after LPS stimulation. Repeated in duplicate. (ns = not significant) (B) Quantified relative expression of NF- $\kappa$ B associated genes in splenic B cell subsets using RT-qPCR (FO \*p=0.02; repeated in duplicate). (C) RT-qPCR analysis of Irak1 in bulk splenic B cells 72hrs after LPS stimulation from WT and KO mice (repeated in duplicate). (D) FACS of MZ B cells as an overlapping histogram (left panel) and quantitation of median fluorescence intensity (MFI) (right panel) of intracellular staining of Irak1 (n=4 mice/group). (E) RT-qPCR analysis of Traf6 expression in bulk splenic B cells 72hrs after LPS stimulation from WT and KO mice (repeated in duplicate) (F) FACS of MZ B cells as an overlapping histogram (left panel) and quantitation of median fluorescence intensity (MFI) (right panel) of intracellular staining of Traf6 (n=4 mice per group). All values are mean + SEM.

**Supplementary Table 1: A list of antibody stains for FACS analysis.**

| <b>Bone Marrow B Progenitor Cell Subsets</b>                                                                                             |                     |                 |
|------------------------------------------------------------------------------------------------------------------------------------------|---------------------|-----------------|
| <b>Antigen</b>                                                                                                                           | <b>Fluorochrome</b> | <b>Company</b>  |
| B220 (RA3-6B2)                                                                                                                           | PerCP-Cy5.5         | BioLegend       |
| IgM                                                                                                                                      | PE                  | SouthernBiotech |
| CD43 (S7)                                                                                                                                | APC                 | BD Biosciences  |
| CD24 (M1/69)                                                                                                                             | PECy7               | eBioscience     |
| IgD (11-26c.2a)                                                                                                                          | APC-Cy7             | BioLegend       |
| Ly51 (6C3)                                                                                                                               | Biotin              | BioLegend       |
| Streptavidin                                                                                                                             | APC-eFluor 780      | eBioscience     |
| <b>Spleen Subsets</b>                                                                                                                    |                     |                 |
| <b>Antigen</b>                                                                                                                           | <b>Fluorochrome</b> | <b>Company</b>  |
| B220 (RA3-6B2)                                                                                                                           | PerCP-Cy5.5         | BioLegend       |
| IgM                                                                                                                                      | PE                  | SouthernBiotech |
| CD21 (7E9)                                                                                                                               | FITC                | BioLegend       |
| CD23 (B3B4)                                                                                                                              | PECy7               | BioLegend       |
| CD93 (AA4.1)                                                                                                                             | APC                 | eBioscience     |
| <b>Bone Marrow Hematopoietic Stem Cell and Progenitor Cells</b>                                                                          |                     |                 |
| <b>Antigen</b>                                                                                                                           | <b>Fluorochrome</b> | <b>Company</b>  |
| CD150 (TC15-12F12.2)                                                                                                                     | PE                  | BioLegend       |
| Sca1 (D7)                                                                                                                                | PerCP-Cy5.5         | BioLegend       |
| CD127 (A7R34)                                                                                                                            | PE-Cy7              | BioLegend       |
| CD135 (A2F10)                                                                                                                            | APC                 | eBioscience     |
| CD117 (2 B8)                                                                                                                             | APC-Cy7             | BioLegend       |
| CD8a (53-6.7), B220 (RA3-6B2),<br>TCR $\beta$ (H57-597), TCR $\gamma/\delta$ (GL3),<br>NK1.1 (PK136), Gr1 (RB6-8C5),<br>Ter119 (TER-119) | Biotin              | BioLegend       |
| CD4 (GK1.5), IgM (II/41)                                                                                                                 | Biotin              | eBioscience     |
| Streptavidin                                                                                                                             | eFluor 450          | eBioscience     |
| <b>Intracellular Staining</b>                                                                                                            |                     |                 |
| <b>Antigen</b>                                                                                                                           | <b>Fluorochrome</b> | <b>Company</b>  |
| Notch2 (HMN2-35)                                                                                                                         | APC                 | BioLegend       |
| Numb (polyclonal)                                                                                                                        | APC                 | Novus           |
| IRAK1 (D51F7)                                                                                                                            |                     | Cell Signaling  |
| TRAF6 (EP591Y)                                                                                                                           |                     | Abcam           |
| IgG (Poly4064)                                                                                                                           | Brilliant Violet    | BioLegend       |

**Supplementary Table 2: Hematopoietic Cell Subset Definitions**

| <b>Bone Marrow B Progenitor Cell Subsets</b>                    | <b>Surface Marker Identification</b>                                                              |
|-----------------------------------------------------------------|---------------------------------------------------------------------------------------------------|
| A                                                               | B220 <sup>+</sup> CD43 <sup>+</sup> CD24 <sup>-</sup> Ly51 <sup>-</sup>                           |
| B                                                               | B220 <sup>+</sup> CD43 <sup>+</sup> CD24 <sup>+</sup> Ly51 <sup>-</sup>                           |
| C                                                               | B220 <sup>+</sup> CD43 <sup>+</sup> CD24 <sup>+</sup> Ly51 <sup>+</sup>                           |
| D                                                               | B220 <sup>+</sup> CD43 <sup>-</sup> IgM <sup>-</sup>                                              |
| E                                                               | B220 <sup>+</sup> CD43 <sup>-</sup> IgM <sup>+</sup>                                              |
| F                                                               | B220 <sup>++</sup> CD43 <sup>-</sup> IgM <sup>+</sup> IgD <sup>+</sup>                            |
| <b>Spleen subsets</b>                                           | <b>Surface Marker Identification</b>                                                              |
| T1                                                              | CD23 <sup>-</sup> AA4 <sup>+</sup> IgM <sup>high</sup> CD21 <sup>-/low</sup>                      |
| T2                                                              | CD23 <sup>+</sup> AA4 <sup>+</sup> IgM <sup>high</sup> CD21 <sup>low</sup>                        |
| T3                                                              | CD23 <sup>+</sup> AA4 <sup>+</sup> IgM <sup>low</sup> CD21 <sup>low</sup>                         |
| Follicular B cell                                               | CD23 <sup>+</sup> AA4 <sup>-</sup> IgM <sup>low</sup> CD21 <sup>int.</sup>                        |
| Marginal Zone B cell                                            | CD23 <sup>-</sup> AA4 <sup>-</sup> IgM <sup>high</sup> CD21 <sup>high</sup>                       |
| Marginal Zone B cell Precursor                                  | CD23 <sup>+</sup> AA4 <sup>-/low</sup> IgM <sup>high</sup> CD21 <sup>high</sup>                   |
| <b>Bone Marrow Hematopoietic Stem Cell and Progenitor Cells</b> | <b>Surface Marker Identification</b>                                                              |
| Hematopoietic Stem Cell                                         | Lin <sup>-</sup> CD117 <sup>high</sup> Sca1 <sup>high</sup> CD150 <sup>+</sup>                    |
| Multipotent Progenitor                                          | Lin <sup>-</sup> CD117 <sup>+</sup> Sca1 <sup>+</sup> CD135 <sup>+</sup>                          |
| Lymphoid-Primed Multipotent Progenitor                          | Lin <sup>-</sup> CD117 <sup>high</sup> Sca1 <sup>high</sup> CD135 <sup>+</sup> CD127 <sup>-</sup> |
| Common Lymphoid Progenitor                                      | Lin <sup>-</sup> CD117 <sup>low</sup> Sca1 <sup>low</sup> CD135 <sup>+</sup> CD127 <sup>+</sup>   |

**Supplementary Table 3: A list of the primers used in the RT-qPCR analysis.**

|                 |                         |
|-----------------|-------------------------|
| q-m-Ccnd3-F     | CGAGCCTCCTACTTCCAGTG    |
| q-m-Ccnd3-R     | GGACAGGTAGCGATCCAGGT    |
| q-m-bclx-F      | GACAAGGAGATGCAGGTATTGG  |
| q-m-bclx-R      | TCCCGTAGAGATCCACAAAAGT  |
| q-m-Tnfrsf13b-F | ATGGCATTCTGCCCCAAAGAT   |
| q-m-Tnfrsf13b-R | ATGGTCGTAGTACCTGCCTTG   |
| q-m-NFkB-F      | ATGGCAGACGATGATCCCTAC   |
| q-m-NFkB-R      | TGTTGACAGTGGTATTTCTGGTG |
| q-m-RelA-F      | AGGCTTCTGGGCCTTATGTG    |
| q-m-RelA-R      | TGCTTCTCTCGCCAGGAATAC   |
| q-m-Irak1-F     | ACTCCAGAGAAGTCCCAACCA   |
| q-m-Irak1-R     | CAGGAATGCAGGGTAGCAGAG   |
| q-m-Irf2-F      | AATTCCAATACGATACCAGGGCT |
| q-m-Dtx3-F      | CCCAGCTACGAGAAGTATGGC   |
| q-m-Dtx3-R      | TCAAATGCCTTTCGGAACAGG   |
| q-m-Dtx1-F      | TACATGCAGAAGGTGAAAAACCC |
| q-m-Dtx1-R      | CGCCCTCATAGCCAGATGC     |
| q-m-Dtx4-F      | CGCCCAGTTCGACGAAACTA    |
| q-m-Dtx4-R      | TGATGCCGACTTCCATGTCATA  |
| q-m-Tnfrsf13b-F | ATGGCATTCTGCCCCAAAGAT   |
| q-m-Tnfrsf13b-R | ATGGTCGTAGTACCTGCCTTG   |
| q-m-Notch2-F    | GACTGCCAATACTCCACCTCT   |
| q-m-Notch2-R    | CCATTTTCGCAGGGATGAGAT   |
| q-m-Hes5-F2     | ATGGCCCCAAGTACCGTGGCG   |
| q-m-Hes5-R2     | AGCTTGAGATTGGGCTGGTG    |
| q-m-Hes1-F      | CCAGCCAGTGTCAACACGA     |
| q-m-Hes1-R      | AATGCCGGGAGCTATCTTTCT   |
| q-m-Traf6-F1    | GCACAAGTGCCCAGTTGAC     |
| q-m-Traf6-R1    | TGCAAAATTGTCGGGAAACAGT  |

How the deposited data were processed for this re-analysis (not part of the article)

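RNA-Seq of 16 libraries was used: T1, T2, MZ and FO B-cells of WT and KO mice, with 2 biological replicates per group. The authors removed reads of low quality and with adapters, aligned the rest to mm10 with TopHat, kept uniquely aligned reads, and made the deposited values, which are RPKM per gene from Perl scripts with replicates kept apart. The versions of TopHat, DESeq and edgeR are not given in the sources used here. Read counts as used by the authors were not analysed here.

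The deposited values cover 38355 genes with Ensembl identifiers, of which 15161 were at 0 in every library. Within a gene, the values of a library are whole multiples of the value of 1 read, so reads and the scaling total of each library could be recovered. All 23194 genes above 0 gave whole reads within 0.01 reads, 13395 of them at the exon length of GENCODE M21 (GRCm38) and 9799 at another length, and 97.8% of them have a gene in that annotation. The totals ranged from 9003343 reads (WT T2 replicate 1) to 26386684 reads (WT FO replicate 1). The 10 highest genes held 22.9% of the summed RPKM in WT T1 replicate 2 and 25.7% in KO T1 replicate 2, and 9.49% to 15.5% in the other libraries. Spearman's correlation between replicates was 0.961 to 0.987, and the first 3 principal components held 42.9%, 20.0% and 8.68% of the variance. No library was left out of the fit.

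Values were compared as log2(RPKM + 0.5) with limma 3.58.1 in R 4.3.3 (a linear model of the 8 groups with a trend of the variance), and prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The 12507 genes with a mean RPKM over 1 in at least 1 group were tested, and p was adjusted by Benjamini-Hochberg within a comparison. A gene was called at an adjusted p under 0.05, a log2 fold change beyond 1 in size and a mean RPKM over 1 in a compared group. Comparisons were KO against WT in each subset and across the 4 subsets, T1 to T2, T2 to MZ and T2 to FO in each genotype, and the difference of the last pair between genotypes (interaction), which had no fold criterion. All 30 gene lists, with 361 genes, were fixed before the data were examined. Of these genes, 353 are among the deposited values and 311 were tested, and 27 lists had at least 3 tested members. Lists were tested with camera of limma at a preset correlation of 0.01 and with an estimated correlation. Sites of miR-146a were searched as AGTTCTCA, AGTTCTC and GTTCTCA in annotated 3′ UTRs.

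On simulated data, 100 genes per size were changed. At a ratio of 3.00 the test recovered 88 in KO against WT in MZ, 89 from T2 to MZ in WT and 91 from T2 to FO in WT, and at 6.00 it recovered 97, 97 and 99, with 6, 3 and 4 false calls. For the interaction it recovered 26 at a ratio of 1.73 and 54 at 2.45, with 4 false calls. Each simulated comparison held 200 changed genes. The adjusted p depends on how many genes change. The shares recovered may therefore be too high for comparisons with few called genes.

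Alternatives set before the data were examined were a pseudocount of 0.1 or 1, no filter on low values, median-ratio scaling, quantile normalization, replicate number as a block, only the libraries of the groups compared, no fold criterion, an estimated correlation for lists, 8mer sites only, and leaving out each library in turn. Alternatives chosen after seeing the data were limma-voom on the recovered reads, a filter of at least 10 recovered reads in 2 or more libraries, leaving out the KO replicate 1 libraries, leaving out the T1 libraries, and leaving sort markers out of the lists.

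Most named genes were chosen by a rule set before the data were examined, and others, such as Cd83, were added after the data were seen. For T2 to MZ the rule took the 8 largest rises and 8 largest falls among genes called in the same direction in both genotypes with no overlap between libraries. For T2 to FO it took 4 of each per genotype, and for T1 to T2 4 of each among genes called in both. Between KO and WT it took every called gene up to 6, and for genes called in 1 genotype only and for the interaction the 4 smallest interaction p. It added every gene the paper names and, from each list, the 2 highest and 2 lowest tested members. Immunoglobulin and T cell receptor segments were counted and not chosen by the rule, but those called between KO and WT within a subset are named. In the passages the largest changes are given in part. Cr2, Fcer2a, Cd93 and Ighm encode sort markers and are not findings. The single-gene results of 1 gene are not reported here.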

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

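The test of 3′ UTR sites among genes called higher in KO was chosen after the result was seen, and the tests of a segment of another strain, of shared reads and of chance were set before.

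9930111J21Rik2, which the paper does not discuss, was lower in KO across the 4 subsets by a log2 difference of -5.36 (standard error 0.09, adjusted p = 1.29e-13 from limma, 8 KO against 8 WT libraries, lower in all). It is 1 of 7 genes called across the subsets (5 higher in KO), with Tgtp1 and Lyrm7 among those higher. Among the 100 splits drawn, the real one gave 7 and the highest of the others gave 0. The splits treat the libraries as independent. Deviations of same-numbered libraries correlated by over 0.1 in 6 of 6 pairs of KO subsets and 4 of 6 of WT. The splits therefore cannot decide on chance, since replicates may be shared between subsets. Of 12 positioned genes called in any subset, 7 (58.3%) lie within 20 Mb of Mir146, against 2.09% of all tested genes with a position (Fisher's exact test, p = 1.18e-09).

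The sum of 9930111J21Rik2 and its paralog 9930111J21Rik1 stayed lower in KO by at least a log2 difference of -1.03. Reads counted for the paralog instead therefore do not make up the whole drop. Only uniquely aligned reads were kept, so reads lost in alignment in KO stay open. The tables argue against loss of repression by miR-146a through 3′ UTR sites for the genes higher in KO. Of these, 0 of the 4 with a 3′ UTR (Grm6, Lyrm7, Tgtp1 and Ccdc69) hold a site. Indirect effects of miR-146a stay open. A segment of another strain carried with the targeted locus may explain the pattern: with called genes left out, 19.5% of 251 genes within 20 Mb had an unadjusted p under 0.05 against 10.7% of 12056 elsewhere (Fisher's exact test, p = 4.98e-05, odds ratio 2.03, 95% interval 1.45 to 2.81). Effects of the targeted allele on its neighbors stay open too, and the strain of the KO mice was not tested.

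Grm6 differed between the genotypes in its change from T2 to MZ by 3.04 on the log2 scale, the interaction being past its threshold, and it lies in the same region, and the difference was not called without WT MZ replicate 1 (2.82), WT MZ replicate 2 (3.27), KO T2 replicate 1 (2.81), KO T2 replicate 2 (3.28), KO MZ replicate 1 (3.04) or KO MZ replicate 2 (3.05). The difference was not called with replicate number as a block either (3.04). The Grm6 difference also lost its call at a pseudocount of 0.1 (2.67) and with only the libraries of the groups compared (3.04), and, in settings chosen after seeing the data, with limma-voom (2.42), without the KO replicate 1 libraries (2.7997) and without the T1 libraries (3.04).

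Gm25064 differed between the genotypes in its change from T2 to FO by 3.20 on the log2 scale, on 2 and 3 reads in WT T2 and 1 read in each KO FO library, so the value depends on the 0.5 added to the RPKM. The call ended without KO T2 replicate 1 or any 1 of the 4 FO libraries (3.17 to 3.24), and with replicate number as a block (3.20). The Gm25064 difference also lost its call at a pseudocount of 0.1 (6.75) and with only the libraries of the groups compared (3.20), and, in settings chosen after seeing the data, with limma-voom (4.45), without the KO replicate 1 libraries (3.17) and without the T1 libraries (3.20).

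The change from T1 to T2, which the paper does not report, called 530 genes in WT (258 rose and 272 fell) and 547 in KO (222 rose and 325 fell), with 370 in both and 0 in opposite directions. In WT, 301 rose and 290 fell at a pseudocount of 0.1, and 217 rose and 308 fell under median-ratio scaling. Which direction held more genes in WT therefore depended on the setting. In KO more genes fell in both settings (269 rose and 329 fell, and 186 rose and 358 fell), but not without KO T2 replicate 1. With only the libraries of the groups compared, the change from T1 to T2 called 121 genes in WT and 56 in KO. The counts were 345 without WT T2 replicate 2 and 276 without KO T2 replicate 2.

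The interferon response genes, which the paper does not report as a group, were higher in KO, with a median log2 difference of 0.45 in T1 and 0.32 in FO. Myeloid cell markers were higher in T1 too (median 0.66, 9 of 10 above 0, adjusted p = 0.0332 by camera), as were cell cycle genes in FO (median 0.31, 22 of 22 above 0, adjusted p = 0.00798 by camera). The first no longer passed without WT T1 replicate 1, WT T2 replicate 1, WT T2 replicate 2 or KO T1 replicate 2, the second without WT FO replicate 2 or KO FO replicate 1, and neither with an estimated correlation (adjusted p = 0.911 and 0.857). ER and unfolded protein response genes were higher in T1 (median 0.19, 18 of 20 above 0, adjusted p = 0.00691 by camera, and 0.911 with an estimated correlation), which no longer passed without WT T1 replicate 1 or KO T1 replicate 2. The 17 immediate early genes were all lower in KO, with medians of -1.62 in T1 and -1.18 in FO (adjusted p = 2.11e-06 and 1.98e-05 by camera, and 0.911 and 0.857 with an estimated correlation), which no longer passed without WT T1 replicate 1 or KO T1 replicate 1 in T1 and without WT FO replicate 1 or KO FO replicate 1 in FO. MHC class II presentation genes were lower in T1 (median -0.23, 10 of 12 below 0, adjusted p = 0.00691 by camera, and 0.911 with an estimated correlation), which no longer passed without WT T1 replicate 1, WT T1 replicate 2 or KO T1 replicate 1. What raised the interferon response genes was not tested.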

How the results depend on the processing

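Leaving out the KO replicate 1 libraries, leaving out the T1 libraries, leaving sort markers out of the lists, limma-voom on the recovered reads and the filter of at least 10 recovered reads were chosen after the data were seen.

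Of 1654 values under alternatives set before the data were examined, 1564 kept their direction and side of the threshold, 80 no longer passed, 6 passed newly and 4 reversed. Under the added ones the counts were 814, 86, 1 and 6 of 907, and with 1 library left out 959, 144, 6 and 37 of 1146. The numbers of genes called from T2 to MZ in WT and in both genotypes stayed within 1.5 times under every alternative set before the data were examined. Where a library is left out, the lone sample is assumed to vary like the other groups. Except for the fewer libraries of some settings, the cause was not tested.

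With only the libraries of the groups compared, KO against WT called 1 gene in T1, 1 in T2, 3 in MZ and 1 in FO, T2 to FO in WT 0, T1 to T2 121 in WT and 56 in KO, and the interaction 0 for T2 to MZ and 0 for T2 to FO (limma; 1 and 1 in the full model). With limma-voom, KO against WT called 2 in T2 and 5 in MZ, T2 to FO in WT 15, and the interactions 0 and 0. Without the KO replicate 1 libraries, KO against WT called 5 in MZ and 2 in FO, T2 to MZ 604 in KO, 542 in both genotypes, 720 in WT only and 62 in KO only, T2 to FO in WT 0, T1 to T2 in KO 175, and the interactions 0 and 0. Without the T1 libraries, T2 to FO in WT called 44 and the interactions 0 and 0. At a pseudocount of 0.1 the interactions called 0 and 0, and at a pseudocount of 1 the T2 to MZ interaction called 3. It called 4 with no filter on low values and 2 with at least 10 recovered reads, where the T2 to FO interaction called 0. With no fold criterion, 36 genes were called across the subsets. With an estimated correlation, 4 list tests passed, against 46, and the same 46 passed with sort markers left out of the lists.

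With replicate number as a block, T2 to FO in WT called 69 genes and the interactions 0 and 0, so the differences of Grm6 and Gm25064 were not called. KO against WT then called 7 genes in MZ, without Tgtp1, and 3 in FO, without Gm12233. The block was within genotype for changes between subsets. The paper sorts the subsets from pooled spleens and does not say that a number marks 1 pool. What same-numbered libraries share is therefore not known. Their deviations correlated by over 0.1 in 6 of 6 pairs of KO subsets, 4 of 6 pairs of WT subsets and 2 of 16 pairs between genotypes.

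With 1 library left out, calls between KO and WT ranged from 7 to 32 in T1, 5 to 35 in T2, 5 to 7 in MZ and 1 to 3 in FO, T2 to FO from 0 to 107 in WT and 0 to 5 in KO, T1 to T2 from 345 to 621 in WT and 276 to 616 in KO, T2 to MZ from 193 to 502 in WT only and 86 to 368 in KO only, and the interactions from 0 to 10 (T2 to MZ) and 0 to 9 (T2 to FO). Those from T2 to MZ ranged from 1039 to 1376 in WT, 890 to 1281 in KO and 804 to 933 in both.

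Reversed log2 changes from T2 to MZ, none called, were under quantile normalization -0.11 for Numb in KO and -0.0589 for Numb, 0.0363 for Rela, 0.0327 for Tnfrsf13b in WT, and without the KO replicate 1 libraries -0.0223 for Notch2 in KO. Reversed interactions were 0.48 for Egr1, 0.0251 for Nfkb1, 0.0661 for Traf3, -0.0127 for Traf6 without the KO replicate 1 libraries, and -0.14 for Hes5 with limma-voom.

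With 1 library left out, ranges that cross 0 were -0.14 to 0.28 for Map3k14, -0.12 to 0.16 for Notch2, -0.0412 to 0.0636 for Numb, -0.0794 to 0.23 for Tnfrsf13b in KO and -0.0432 to 0.14 for Chuk, -0.18 to 0.0381 for Rela, -0.16 to 0.0347 for Tnfrsf13b in WT. For the interaction they were -0.0730 to 0.19 for Bcl2l1, -0.0355 to 0.21 for Chuk, -2.79 to 0.80 for Egr1, -0.12 to 0.42 for Hes1, -0.27 to 0.82 for Hes5, -0.10 to 0.00426 for Irak1, -0.42 to 0.00342 for Map3k14, -0.12 to 0.0161 for Mapk14, -0.18 to 0.37 for Mapk8, -0.12 to 0.0645 for Nfkb1, -0.0848 to 0.0199 for Numb, -0.34 to 0.0179 for Rela, -0.0177 to 0.30 for Tnfrsf13b, -0.18 to 0.0211 for Traf3, -0.0425 to 0.10 for Traf6.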

Differences from the paper's values

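Of 42 values of the paper set beside values computed here, 2 differ by over 1.5 times (and, for the ratios of Fig. 4E, by more than the spread between replicates), both counts from T2 to FO. Within that bound, KO against WT called 4 to 8 genes per subset here where the paper's range is 3 to 6, MZ with 8 lying above it. In WT the paper's count is 57 and the count here is 23, at the paper's thresholds with limma in place of DESeq and edgeR. Of the alternatives set before the data were examined, only replicate number as a block (69) comes within 1.5 times. A pseudocount of 0.1 or 1, no filter on low values, median-ratio scaling, quantile normalization, only the libraries of the groups compared, and leaving out any 1 library (0 to 107) do not. Leaving out the T1 libraries (44), chosen after seeing the values, comes within 1.5 times too, and limma-voom (15), the filter of 10 recovered reads (24) and leaving out the KO replicate 1 libraries (0), also chosen then, do not. The paper's called genes are not named in its text, so how many of them each setting drops is not known.

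In KO the paper's count is 25 and the count here is 0 by limma, where 1498 genes had an unadjusted p under 0.05, and limma-voom gave 0. None of the alternatives comes within 1.5 times, the highest being 5 without KO T2 replicate 2.

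The paper states from RT-qPCR that Hes5 is reduced in KO MZ B-cells. In RNA-Seq its RPKM was 8.75 ± 0.689 in KO and 5.76 ± 1.62 in WT (SD, n = 2), a log2 difference of 0.58 that was not called, while Hes1 (-0.15) and Dtx4 (-0.08) were lower.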

Other observations

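The tests on the KO replicate 1 libraries, of loss of miR-146a as the source of low immediate early genes, and of myeloid RNA were chosen after the result was seen. From T1 to T2, Gpr174, a lysophosphatidylserine receptor gene, rose from 2.41 ± 1.75 to 42.2 ± 3.53 RPKM in WT and from 2.77 ± 1.604 to 41.2 ± 3.64 in KO (SD, n = 2). Pglyrp2 rose by 3.74 and 3.67 on the log2 scale and the cytokine receptor gene Il9r by 3.82 and 3.36. Col5a3, a collagen gene, fell (-3.65 and -4.25), Rapgefl1 (-3.02 and -3.55), and Gas7 (-3.05 and -3.30). Igj, the joining chain gene, fell (-4.86 and -6.40), from T1 means of 1614 ± 1677 RPKM in WT and 2512 ± 1929 in KO that differ widely between replicates. The call ended with only the libraries of the groups compared for Il9r in KO (3.36), Rapgefl1 in KO (-3.55), Gas7 in KO (-3.30) and Igj in WT (-4.86). Settings chosen after seeing the data ended it without the KO replicate 1 libraries, for Gpr174 in KO (3.33) and Il9r in KO (3.35).

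From T2 to MZ, B-cell transcription factors fell for 6 of 21 genes in WT and 5 in KO (adjusted over the list alone, 6 fell in each and 1 rose in KO). The list gave adjusted p = 0.00165 and 0.000256 by camera, and adjusted p = 0.366 and 0.225 with an estimated correlation. From T2 to FO, interferon response genes had medians of -0.27 in WT and -0.17 in KO (adjusted p = 0.00468 and 0.0242 by camera, and adjusted p = 0.538 and 0.644 with an estimated correlation), which no longer passed without WT T2 replicate 1 or WT FO replicate 2 in WT and KO T2 replicate 1, KO T2 replicate 2 or KO FO replicate 1 in KO.

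Between KO and WT, interferon response genes had medians of 0.26 in T2 and 0.19 in MZ (adjusted p = 2.13e-06 and 1.47e-04 by camera, and adjusted p = 0.712 and 0.625 with an estimated correlation), which no longer passed without WT T2 replicate 2 in T2 and without WT MZ replicate 2 or KO MZ replicate 2 in MZ. T cell markers did not pass. In T2, 10 of 11 were above 0 (median 0.45, adjusted p = 0.325 by camera), and in MZ 11 of 11 (median 0.46, adjusted p = 0.0776 by camera). MHC class II presentation genes had medians of -0.23 in T1 and -0.18 in MZ (adjusted p = 0.00691 and 0.0109, and adjusted p = 0.911 and 0.625 with an estimated correlation), which no longer passed without WT T1 replicate 1, WT T1 replicate 2 or KO T1 replicate 1 in T1, and under quantile normalization or without WT MZ replicate 2 or KO MZ replicate 1 in MZ.

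For genes the paper measured by RT-qPCR or flow cytometry, Numb was at 7.11 ± 0.360 RPKM in KO T2 and 7.23 ± 0.283 in WT T2, and at 7.17 ± 0.394 and 7.47 ± 0.152 in MZ (SD, n = 2). In T2, Notch2 was at 65.6 ± 9.17 RPKM in KO and 62.5 ± 6.27 in WT. None of these differences was called by limma. An unadjusted p under 0.05 was found for 421 genes in T2 (3.37%) and 206 in MZ (1.65%), below the share that chance alone would give. For Notch2 RNA in T2, the paper marks a significant difference by RT-qPCR, with no direction given in its text. RNA values do not measure the protein.

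The 17 immediate early genes were lower in KO, with median log2 differences of -1.62 in T1, -0.83 in T2, -2.04 in MZ and -1.18 in FO (adjusted p = 2.11e-06, 0.0353, 2.49e-09 and 1.98e-05 by camera, and adjusted p = 0.911, 1.000, 0.625 and 0.857 with an estimated correlation), and the test no longer passed in T1 without WT T1 replicate 1 or KO T1 replicate 1, in T2 under median-ratio scaling or without WT T1 replicate 1, WT T1 replicate 2, WT T2 replicate 1, WT T2 replicate 2 or KO T2 replicate 1, in MZ without KO MZ replicate 1, and in FO without WT FO replicate 1 or KO FO replicate 1. In 4 of 4 subsets a KO library had a higher mean than a WT library. This cannot decide on loss of miR-146a, since it restates that only the KO replicate 1 libraries stand apart. Each of those lies below both WT libraries of its subset. RNA of myeloid cells cannot be told apart: in 3 of 8 groups, all WT, the library with more of it had the lower mean, while in all 4 KO groups, which hold the libraries that stand apart, it had the higher mean. Lyz2, a myeloid marker, was at 2.55 and 40.9 RPKM in KO T1 replicates 1 and 2 and at 10.2 and 16.7 in KO MZ, although the cells were sorted by B-cell markers. A condition shared by the KO replicate 1 libraries, such as handling, may explain the pattern: with these genes left out, their deviations correlated in all 6 pairs of KO subsets, by at least 0.154. Those of the WT replicates correlated too, by 0.0671 to 0.430, so sharing between subsets is not special to KO.

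For the 520 genes called from T2 to MZ in 1 genotype only, 100 of 100 data sets simulated with 1 change common to both genotypes gave as many, so 1 change common to both genotypes, with calls lost near the thresholds, may explain them. The simulated sets gave 738 to 866, more than the data, so the simulation does not match the data in this count. Whether some of these changes differ between the genotypes cannot be told apart from that: 13.1% had an interaction p under 0.05, and 100 of 100 simulated sets had as high a share.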
